# Comprehensive transcriptome analysis reveals altered mRNA splicing and post-transcriptional changes in the aged mouse brain

**DOI:** 10.1093/nar/gkae172

**Published:** 2024-03-12

**Authors:** Nisha Hemandhar Kumar, Verena Kluever, Emanuel Barth, Sebastian Krautwurst, Mattia Furlan, Mattia Pelizzola, Manja Marz, Eugenio F Fornasiero

## Abstract

A comprehensive understanding of molecular changes during brain aging is essential to mitigate cognitive decline and delay neurodegenerative diseases. The interpretation of mRNA alterations during brain aging is influenced by the health and age of the animal cohorts studied. Here, we carefully consider these factors and provide an in-depth investigation of mRNA splicing and dynamics in the aging mouse brain, combining short- and long-read sequencing technologies with extensive bioinformatic analyses. Our findings encompass a spectrum of age-related changes, including differences in isoform usage, decreased mRNA dynamics and a module showing increased expression of neuronal genes. Notably, our results indicate a reduced abundance of mRNA isoforms leading to nonsense-mediated RNA decay and suggest a regulatory role for RNA-binding proteins, indicating that their regulation may be altered leading to the reshaping of the aged brain transcriptome. Collectively, our study highlights the importance of studying mRNA splicing events during brain aging.

## Introduction

Brain aging is a universal phenomenon associated with cognitive decline and progressive deterioration of physiological and biochemical processes (1). With advancing age, the functional capacity of the human brain gradually deteriorates, resulting in loss of attention, reduced efficiency of sensory perception, and lack of coordination (2). Age-related cognitive impairment is associated with cellular and anatomical changes, such as decreased myelination (3) and synaptic alterations (4). Importantly, age is the major risk factor for neurodegenerative pathologies such as Alzheimer's and Parkinson's disease (5), making the study of the molecular mechanisms underlying aging crucial to preventing disease and maximizing human healthspan.

In the past, a number of gene expression profiling studies have been performed in the brain, comparing the transcriptomes of younger and older brains very often using mice as model organism (6–19). The main finding of these studies is that with aging there is an upregulation of genes involved in complement activation and immune function (20–23), evidenced by upregulation of microglial and astrocyte genes (21) and downregulation of genes encoding immunosuppressive factors⁠ (24). In addition, astrocytes upregulate the expression of inflammatory factors that can lead to synaptic damage (24)⁠. The increase in the immune response has also been observed in human brain aging (4). although in patients it is challenging to distinguish physiological brain aging from cases where the over-activated immune environment actually corresponds to a very early step in the progression of neurodegenerative changes (25).

At the molecular level, brain aging comprises several alterations such as changes in DNA accessibility and histone post-translational modification patterns⁠, resulting in long-term alterations in expression profiles of neurons and glial cells (26). Recent data have also highlighted the importance of DNA repair in neurons (27) and the role in transcriptional elongation fidelity (28) suggesting that the mechanisms upholding the integrity of the transcriptome and proteome face heightened vulnerability during the aging process. Remarkably, the changes observed in protein levels within the aging brain are subtle (29) ^⁠^with the predominant alterations revolving around shifts in protein aggregation (30)^⁠^ and protein turnover profiles (31). The seemingly low extent of proteomic changes might suggest that overall molecular changes in the brain are limited. It could also imply that protective buffering mechanisms counteract transcriptomic changes at the proteomic level. However, the reality is more complex.

Conventional liquid chromatography-mass spectrometry-based techniques employed in proteomics depend on bottom-up strategies, deconstructing proteins into peptides for subsequent in-silico protein identification via matching with a protein database (32). This methodology inherently forfeits information about protein isoforms, a challenge further complicated by the presence of posttranslational modifications and diverse proteoforms (33). While top-down proteomic approaches capable of surmounting these limitations exist and are progressively becoming more accessible (34–36)⁠, their implementation is not without complexity, and their coverage of the proteome remains moderate. In the pursuit of investigating cellular diversity, recent years have witnessed the emergence of various single-cell transcriptomic methodologies (37–39) enabling the comprehensive profiling of entire cell populations within the aged brain (6). These foundational works have supplied a wealth of information, shedding light on the activation of glial and immune cells during aging. They significantly contribute to our understanding of the aging process in the brain. However, the rapid expansion of these fields has not yet rendered them applicable to an exhaustive analysis of isoform discrepancies, due to the limited number of genes and proteins that can be captured by these methodologies (40,41).

Changes in isoforms at the mRNA level result from alternative splicing (AS), a process that generates multiple molecules from a single gene, resulting in a vast functional diversity and tissue complexity that makes the study of transcriptomes fascinating in the post-genomic era (42–45). In addition to potentially encoding different proteins, different mRNA isoforms can affect mRNA stability by altering the interaction of RNA-binding proteins (RBPs). Moreover, adjustments in the length of the 3′-untranslated region (3′UTR) can regulate translation rate and thus modulate protein levels (46–48). Furthermore, differences in isoform expression diversity could be based on variable usage of untranslated transcripts and/or non-principal isoforms, implying that even small changes in isoform usage could significantly affect downstream proteome function (49).

Strikingly, the brain has the highest level of age-related splicing changes compared to most of the other organs in the body (43)^⁠^. Age-related diseases such as Parkinson's disease (7), Alzheimer's disease (50), and frontotemporal lobar dementia (51) are associated with changes in RNA metabolism, particularly mRNA splicing. Amyotrophic lateral sclerosis (52) and autism (53) have been linked to mutations in RNA-binding proteins involved in splicing control and aberrant splicing. Splicing factors such as the polypyrimidine tract binding proteins 1 and 2 (PTBP1 and PTBP2) and other RBPs such as the heterogeneous nuclear ribonuclear proteins A1, H1, H3, and F (hnRNPA1, hnRNPH1, hnRNPH3, hnRNPF) show increased mRNA levels with age in humans (54), suggesting that a tight crosstalk between mRNA species and RBPs is necessary to regulate these pathways. These observations suggest that transcription factors and RBPs may potentially affect exon/intron inclusion (4,55) and may play an important role in age-dependent changes.

In light of these considerations, although isoform changes have been studied in the context of brain aging (54,56,57), none of the previous work has extensively analyzed differential transcript usage (DTU) during brain aging, and systematically addressed the general aspects that control this process. This is crucial given the current insufficient exploration of this field (57–61), and has the potential to pave the way for novel discoveries also in the light of the recent development of technologies that allow to systematically study the role of RBPs (62,63). Thus, here we have chosen to focus our efforts on the comprehensive analysis of the overarching mechanisms that govern isoform transitions and DTU in the context of brain aging. We concentrated on whole brain bulk transcriptome analysis, and used two sequencing technologies, short-read RNAseq and long-read RNAseq acquired through Oxford Nanopore technology (ONT). We utilized brain samples from both young adult (6 months) and aged adult (24 months) male mice and analyzed two independent cohorts of mice to obtain reproducible and accurate data. Our approach encompassed the examination of mRNA expression, extensive clustering, scrutiny of isoform usage, RBP binding probability and a study of RNA dynamics. We have also extensively integrated our results with re-analyses of recent works using complementary approaches such as single-cell sequencing. Our work contributes to a clearer understanding of changes due to aging, identifies a specific pattern in the expression of genes showing a switch between isoforms bidirectionally expressed and highlights a difference in mRNA dynamics during brain aging. This multifaceted analysis offered a comprehensive view of the transcriptomic landscape in the aging brain.

## Materials and methods

### Methodological overview

We used bulk RNA sequencing from two cohorts of male mice at 6 and 24 months of age to explore the changes in mRNA expression, isoform usage, and post-transcriptional RNA dynamics during brain aging. RNA was extracted from the whole brain and subjected to poly-A enrichment.

We concentrated on males as we have done in the past (31,64) as it has been proposed that gene expression changes associated with brain aging are more apparent in males than females (65) and studying male mice allowed us to evaluate the specific effect of genes expressed on the Y-chromosome. We generated short-read RNAseq data and in parallel acquired long-read transcriptome data using Oxford nanopore sequencing technology (ONT) to strengthen our results and cross-validate them with a different sequencing technology. We also added a second cohort of animals for biological validation purposes. Unless otherwise stated, downstream analyses presented here were primarily based on gene or isoform quantification from the original short-read paired-end data dataset. We generated ∼130M reads per sample for the short-read paired-end RNAseq dataset (average read length of 151 bp), ∼30M reads per sample for the short-read single-end RNAseq dataset (average read length of 50 bp) and ∼1M reads per sample for the long-read dataset (average read length of 825 bp; Supplementary Table S1). As expected by the long-read dataset, the read length ranges from ∼140–50 000 bp, which is common for nanopore datasets (66). In both cases, raw reads were processed and mapped to the reference genome (GRm39.103) and were quantified at the gene and at the isoform level. Further downstream analyses were performed to explore differences across ages.

### Animal cohorts

All performed animal experiments were approved by the local authority, the Lower Saxony State Office for Consumer Protection and Food Safety (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit). The cohorts of mice used here (C57Bl/6JRj) were purchased from Janvier labs and routinely checked for absence of the following four classes of pathogens: (i) bacteria and fungi: *Bordetella bronchiseptica*, CAR bacillus, *Citrobacter rodentium*, *Clostridium piliforme*, *Corynebacterium bovis*, *Corynebacterium kutscheri*, *Dermatophytes*, *Encephalitozoon cuniculi*, *Helicobacter* spp, *Mycoplasma pulmonis*, *Pasteurellaceae*, *Actinobacillus* spp., *Haemophilus* spp., *Mannheimia haemolytica*, *Pasteurella* spp., *Pasteurella multocida*, *Pasteurella pneumotropica*, *Pasteurella trehalosi*, *Salmonella* spp., *Streptobacillus moniliformis*, *Streptococci ß-hemolytic* (not group D), *Streptococcus pneumoniae*; (ii) endoparasites: protozoa, *Entamoeba* spp., Flagellates, Coccidia, Helminths, Cestodes, Nematodes; (iii) ectoparasites: mites, fur-dwelling mites, surface-dwelling mites, follicle-dwelling mites, lice, fleas; (iv) viruses: hantaviruses, K virus (mouse pneumonitis virus), lactate deshydrogenase elevating virus (LDV), lymphocitic choriomenigitis virus (LCMV), minute virus of mice (MVM), mouse adenovirus (MAD) type 1 (FL), mouse adenovirus (MAD) type 2 (K87), mouse cytomegalovirus (MCMV), mouse hepatitis virus (MHV), mouse parvovirus (MPV), mouse polyomavirus, mouse rotavirus (EDIM), mouse thymic virus (MTV), mousepox (ectromelia) virus, murine norovirus (MNV), pneumonia virus of mice, reovirus type 3 (Reo 3), Sendai virus, Theiler's murine encephalomyelitis virus (TMEV).

### Tissue isolation and mRNA extraction

For mRNA isolation, whole hemispheres were dissected from two cohorts of four male mice (four animal replicates for two cohorts, eight adult and eight aged in total) from each age group (young-adult 6m and aged-adult 24m) and further used for RNAseq analysis. After rapid dissection on ice, the tissue was washed briefly in 320 mM sucrose buffer (320 mM sucrose, 5 mM HEPES pH 7.4) and homogenized with a Teflon pestle in glass homogenizer operated with a drill (10 strokes at 900 rpm) in 2 ml of sucrose buffer supplemented with RNase inhibitors (New England Biolabs, cat. M0314, at the concentrations indicated by the manufacturer). This step allowed to obtain a homogenous tissue lysate representative for the whole brain. The lysate (500 μl) was used for RNA extraction, mixed with 800 μl Trizol and extracted with the Qiagen RNeasy mini kit following the manufacturer's protocol. Total brain mRNA was always kept on ice and stored at –80°C.

### Library preparation and sequencing for short-read dataset

Sequencing of RNA samples from a first biological cohort of 8 male mice was performed using Illumina's next-generation sequencing methodology (67). In detail, total RNA was quantified, and quality checked using the Tapestation 4200 instrument in combination with RNA ScreenTape (both Agilent Technologies). Libraries were prepared from 500 ng of input material (total RNA) using NEBNext Ultra II Directional RNA Library Preparation Kit in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs) following the manufacturer's instructions (New England Biolabs). Quantification and quality checks of libraries was done using an Agilent 4200 Tapestation Instrument and D1000 ScreenTapes (Agilent Technologies). Libraries were pooled and sequenced on a NovaSeq 6000 SP 300 cycle run. System runs in 151 cycle/paired-end/standard loading workflow mode. Sequence information was converted to FASTQ format using bcl2fastq v2.20.0.422. The datasets generated and analyzed for the short-read dataset are available on GEO under the accession number: GSE233835. For validation purposes, we analyzed samples from a second independent cohort of 8 male mice. This second short-read dataset is available in GEO under accession number GSE249499 as a subseries of our main series GSE233837 (see data availability section). In this case, the samples were processed in a different sequencing facility according to the protocol for Illumina stranded mRNA preparation and the mRNAs were sequenced on the HiSeq4000 with a length of 50 bp (single-end) in order to exclude a possible bias due to where the samples were processed and sequenced. Sequencing was performed by the Transcriptome and Genome Analysis Laboratory (Göttingen).

### Short-read data quality controls and alignment

First, the ‘fastq’ files were evaluated for read quality using the FastQC v0.11.9 (68) through the command line tool. The adapter sequence (‘AGATCGGAAGAGC’) from the ‘fastq’ files was trimmed using trimgalore v0.4.11 (69) and these trimmed fastq files were assessed for read quality using the FastQC v0.11.9 command line tool (68). Second, the ‘fastq’ files were mapped to the reference mouse genome (GRCm39.103) using the ‘hisat2’ tool (70) and quantified using feature counts from subread package (71) for gene-level read counts. Note that for isoform-level read counts, the raw files were mapped and quantified to the transcriptome using salmon v0.10.2 (72). Third, gene and isoform reads were filtered for low counts (≤5 reads) and quantile normalization followed by row-wise median normalization. This allowed us to compare these datasets more reliably across the biological replicates. The number of splicing isoforms was determined in either the young adult or aged brain after applying a minimum cutoff (>2) to check if there was a difference in the number of splicing isoforms between the ages. The normalized data files were visualized with Principal Component Analysis (PCA) in R using prcomp() function to identify possible outliers. As these were not found, we proceeded with further analyses.

### Oxford nanopore technology (ONT) sequencing

Sample measurements using RNA High Sensitivity (HS) assay kit were taken before the library preparation for Direct RNA nanopore sequencing was started, and cleanup and concentration of the sample were performed. The samples from the first cohort of male mice (matched to the subseries GSE233835) were measured to be in the range of: 5.9–11 μg. A 1:1 ratio of RNAClean xp beads was used to clean up the sample. It was eluted in 9 μL nuclease-free water and directly used for library preparation with the Oxford Nanopore protocol SQK-RNA002. All steps were followed according to the manufacturer's specifications, with increased incubation periods (RNA elution to 15 minutes and adapter ligation to 20 min). The RMX volume was reduced to 4 μl. The final library concentration was in the range of 1044 to 1372 ng. The library was then loaded on an R9.4 flow cell and sequenced on a MinION device (Oxford Nanopore Technologies). The sequencing run was terminated after 72 h. The datasets generated and analyzed for the long-read dataset are available on GEO as a subseries of our main accession (GSE233837) with the accession number: GSE233836.

### Oxford nanopore technology (ONT) data quality and alignment

Long read sequencing was performed using MiniON Initially the ‘fastq’ files were assessed for quality using the command line tool NanoStat (73). Second, the ‘fastq’ files were mapped to the reference mouse genome (GRCm39.103) using the ‘minimap2’ tool (74) and quantified using feature counts from subread package (71) for obtaining gene-level counts. Not that for transcript-level read counts, the files were mapped to the transcriptome ‘minimap2’ tool (74) and quantified using salmon v0.10.2 (72). Third, gene and isoform reads were filtered for low counts (≤5 reads), and quantile normalization followed by a ‘row-wise’ median normalization was performed for ease of further analysis as in the case of the short-read datasets.

### Differential expression and gene ontology analysis

The normalized counts were used to perform Differential gene expression (DGE) analysis using the DESeq2 v1.30.1 (75) R package. Significantly differentially expressed genes (Supplementary Table S2) and isoforms (Supplementary Table S9), with corresponding adjusted *P*-values (*padj*) of ≤ 0.05 and |log_2_FC| of ≥0.58 were selected to determine the functional significance by performing a gene ontology analysis using the clusterProfiler v4.5.0 (76) package. Gene over-representation analysis was performed using the enrichGO() function and gene set enrichment analysis was performed using gseGO() with default parameters and a *p*-value cutoff ≤0.05 and the *P*-values were adjusted using the Benjamini–Hochberg method. Furthermore, the background genes for the over-representation analysis were the genes that were significantly differentially expressed.

### Weighted correlation network analysis (WGCNA) and their association with the cell types and brain pathologies

To construct co-expression networks capturing potentially coregulated genes in the aged brain, we utilized gene-level counts. Initially, the counts were filtered for low counts (≤5 reads), and then we applied quantile normalization, followed by row-wise median normalization to account for differences per gene in the aged brain. The resulting normalized gene-level counts were used as input to identify functional groups using the WGCNA v1.7.1 (77) R package. Gene expression modules or functional groups within a signed network were generated based on the topological overlap matrix (TOM), employing a soft-threshold power of 18 to approximate a scale-free topology. We set the minimum size of the modules at 300 and cutHeight at 0.85. Then the genes were clustered based on the dissimilarity measure (1-TOM). To assess the functional significance of these modules, we performed gene over-representation analysis using the enrichGO() function in the clusterProfiler v4.5.0 (76) R package. The background genes used for this over-representation analysis were all the genes assigned to any of the modules in the WGCNA analysis, ensuring a comprehensive evaluation of functional enrichment. Additionally, we investigated the association of these modules with brain pathologies by analyzing curated and available disease datasets from the literature. The list of the brain pathologies considered for the analysis included Parkinson disease (PD, *N* = 229), mental retardation (MR, *N* = 457), autism (*N* = 924), ataxia (*N* = 245), amyotrophic lateral sclerosis (ALS, *N* = 50), and Alzheimer disease (AD, *N* = 82)). The overlap ratio was calculated using the GeneOverlap v1.26.0 (78) package within R. Furthermore, we explored the association of these modules with specific cell types using the *Tabula muris senis* dataset (6)⁠ (Supplementary Table S7), providing insights into potential cellular mechanisms underlying brain aging. Furthermore, we validated these functional groups or modules using the modulePreservation() function from the WGCNA package. This validation was conducted using a second short-read dataset (50 bp) acquired in an independent cohort of mice, a long-read dataset, and a previously-published human brain aging dataset (7,79) (GSE36192). This comprehensive validation allowed us to assess the preservation and robustness of the identified functional modules across different datasets, enhancing the reliability of our findings.

### GC3/AU3 analysis

For the calculation of GC3/AU3 content, which represents the percentage of the third letter in each codon, we initially selected all genes with isoforms that exhibited significant bidirectional expression changes (both up- and down-regulated). Next, we determined the average GC3 content for each isoform sequence within these selected genes and then computed the mean percentage of GC3 for all isoforms per gene. Subsequently, we categorized the isoforms into two groups based on their direction of expression change during aging (either upregulated or downregulated). For each group, we calculated the difference between the averaged GC3 content of each gene. We then normalized this difference by dividing it by the same value, resulting in a normalized GC3 content value for each isoform group (either upregulated or downregulated). For instance, if there is no difference between the groups, the value reported is 0. Conversely, if there is a difference, the value is either positive or negative, indicating the direction of the change.

### Differential transcript usage (DTU) analysis

To delve deeper into isoform resolution, with a focus on isoform switching and its potential consequences associated with alternative splicing, we performed DTU (Differential Transcript Usage) analysis using the IsoformSwitchAnalyzeR v1.12.0 (80) package. In this analysis, we applied several filtering steps to ensure robust results. Initially, we filtered transcript counts based on geneExpressionCutoff ≤5 and isoformExpressionCutoff ≤3, and only considering genes with at least two isoforms by setting removeSingleIsoformGenes = TRUE. The isoform switches, indicating differences in alternative splicing events, were then identified using the isoformSwitchAnalysisPart1() function, employing the DEXSeq switchTestMethod. To predict the functional consequences of the isoform switches, we employed the isoformSwitchAnalysisPart2() function, considering inputs from CPC2 and PFAM results. We evaluated several consequences, including ‘intron_retention’, ‘coding_potential’, ‘ORF_seq_similarity’, ‘NMD_status’, and ‘domains_identified’. The consequence summary and enrichment were generated using the extractConsequenceSummary() and extractConsequenceEnrichment() functions. The significance test was performed using R’s exact binomial test ‘binom.test()’ with default parameters and the resulting p-values are adjusted with ‘p.adjust()’ using FDR (Benjamini-Hochberg). By performing this comprehensive isoform-level analysis, we gain valuable insights into the intricate dynamics of alternative splicing and isoform switching in the context of brain aging, providing a deeper understanding of the potential functional implications of these molecular events.

### RNA binding proteins (RBPs) and splicing factor (SF) analysis

A list of RBPs and SFs was curated from the RBPmap database (81) ⁠(Supplementary Table S12). The binding motifs of RBPs and SFs were used to determine the binding probability on mRNAs (whole or sub-portions such as the 3′UTR). Initially we calculated the number of occurrences of each motif within the sequence and we then expressed them as binding probability (calculated per 10′000bp). In the case of RBPs or SFs with more than one motif, the probabilities were summed. For the 3′UTR we calculated the fold change (FC) difference between the 24m and 6m by grouping transcripts that are either downregulated, upregulated, or non-significantly changed in the aged brain. In the heatmap (Supplementary Figure S12) the FC was plotted as log_2_, so positive values indicate a relatively higher binding probability in the selected group of genes and *padj* were calculated with ANOVA followed by Tukey post-hoc test accordingly. All the values are in any case reported in Supplementary Table S12 (sheet name ‘RNA binding protein analysis for 3UTR’).

### Comparison to other available published datasets

We compared our data with a human dataset (7,79) (GSE36192). Here a sub-selection of the biological samples from GSE36192 was performed to compare the age group of mice and human as follows: 6m mice were compared to human male cortex samples between the age of 19 and 39 (young adult) and 24m mice were compared to human samples between the age of 48 and 60 (aged). We used the counts deposited in GSE36192, row-median normalized them, and checked for preservation with the modules that we identified in mice through our WGCNA analysis.

To compare the whole brain sequencing data obtained in this study with single-cell datasets, several datasets were used. Initially, since we wanted to check if there a change in the specificity of the expression of neuronal genes is an effect at the level of the whole brain, we used the *Tabula muris senis* database (6)⁠. This database does contain single-cell data for the whole organ and is thus most suited for this purpose. Here we retrieved the counts for various cell types, including non-myeloid cells (neurons, *N* = 14 373; neuronal stem cell, *N* = 1318; astrocytes, *N* = 9181) and myeloid cells (microglia, *N* = 18 052) (6). We normalized the data, and checked the expression of the genes across different cell populations for neuronal genes that were selected from the SynGo Database (82) or for all other remaining genes (Supplementary Figure S2c-f).

To determine if there is a specific cell composition change in the aging brain, we retrieved and reanalyzed datasets from Allen and collaborators (37) and from Buckley and collaborators (39) and performed deconvolution-like analyses to estimate the effect from single-cell populations (83). The dataset from (37) includes different cell types at different ages in the mouse brain. To analyze cell composition, we identified the number of cells per cell type across different ages for excitatory neurons (ExN), inhibitory neurons (InN), medium spiny neurons (MSN), oligodendrocytes (Oligo), astrocytes (Astro), endothelial cells (Endo), microglia (Micro), oligodendrocyte precursor cells (OPC), pericytes (Peri) and vascular leptomeningeal cells (VLMC). We calculated the total number of cells per biological sample and the relative percentage changes of the number of cells across ages. To select genes specific for each cell type, we retrieved their gene counts and calculated the fold change differences across all cell types. When determining cell-specificity for a defined cell type, the genes with a fold change >4 in the remaining cell types were considered specific. After the sub-selection of cell-type specific genes, it was found that macrophages (Macro) had only one gene and T cells did not have any genes and therefore were not included in further analyses. We checked the expression of the cell-type specific genes in the young and aged brain (both in their dataset and in our short-read dataset). The dataset from (39) also includes different cell types at different ages. Since biological replicates are scattered across ages, to be able to obtain mouse groups for direct comparison to our short-read dataset we grouped the ages from 4.7m to 8.4m (average ∼6m) and considered them as ‘young adult’ and from 22.6m to 25.93 (average 24m) and considered them as ‘aged’. To analyze cell composition, we identified the number of cells per cell type for activated neuronal stem cells (aNSC), neurons, neuroblasts, Oligo, Astro, Endo, Micro, OPC, mural, ependymal cells (Epen), and Macro per age group. Further analyses were carried on similarly to what is described above, although a slightly higher threshold of 5 was used as the number of genes was slightly higher. All these results are detailed in Supplementary Table S4, sheet ‘Buckley and collaborators Single-cell’.

To determine if there is a region-specific contribution to the changes that we observed in our short-read dataset we considered the region-specific information contained in the work from Allen *et al.* (37). To identify genes unique to specific brain areas, we collected gene counts for the following distinct regions: upper cortical layers, cortical layers V and VI, striatum, corpus callosum, and olfactory bulb region. We assigned each gene to a single region based on its count compared to the median count in other regions. If a gene's count exceeded the median count of that gene in other areas, it was allocated to that particular region. However, if a gene showed higher counts in multiple regions compared to the median value, it was not assigned to any region. For example, if ‘gene X’ had 100 reads in cortical layer V and this count surpassed the median count for all other brain regions, ‘gene X’ was placed in cortical layer V. Conversely, if ‘gene X’ had higher counts in multiple regions exceeding the median values, it was not considered for assignment to any specific region. To assess the conservation of region-specific information in humans we analyzed data from the Human Protein Atlas (84). Here, we considered genes specific for the cerebral cortex, cerebellum, basal ganglia, thalamus and hippocampus, and the region-specific assignation was directly obtained from that work (84).

For the analysis of CLP1, an important enzyme that can phosphorylate the 5′-hydroxyl groups of RNAs, we selected referred to a previously published work (85). Here we retrieved the genes that are significantly either down- or up-regulated in the CLP1 KO mice versus WT mice (log_2_FC ≥ |0.58| and *padj ≤*0.05) and used these genes for the analysis showed in Supplementary Figure S11f.

### External dataset retrieval information

Data for Supplementary Figure S2 for the single-cell dataset was obtained from cellxgene for Brain myeloid and non-myeloid cells (https://cellxgene.cziscience.com/datasets) (6). Data for Supplementary Figure S1g (human dataset) (7,79) were obtained from Gene expression omnibus (GEO) using the identifier GSE36192. Data for Supplementary Figure S3 and S4 (single-cell and region specific) were obtained from zenodo (https://zenodo.org/records/7145399) (37) and cellxgene (https://cellxgene.cziscience.com/collections/31937775-0602-4e52-a799-b6acdd2bac2e) (39). Data for Supplementary Figure S5 for the region-specific dataset was obtained from human protein atlas (https://www.proteinatlas.org/humanproteome/brain) (84).

### RNA dynamics

To find the RNA dynamics between young adult (6m) and aged mice (24m), we profiled premature and mature RNA expression levels from total RNA-seq data, and we used these quantities to estimate the ratio of processing to degradation rates (i.e. post-transcriptional ratio). A difference of this measure between two conditions is indicative of a peculiar modulation of RNA processing and/or stability (86). Then, we performed a gene-level analysis with the R package INSPEcT (87) to identify the genes that are post-transcriptionally regulated between the two conditions (Supplementary Table S13).

### Plots and statistics

All plots were created in R. Statistical calculations were performed in R as indicated in the text.

## Results

### Gene expression changes in the aged brain

We followed the general experimental workflow explained in the methodological overview (Figure 1) and initially assessed inter-sample variability of the replicates using principal component analysis (PCA) and calculating the Spearman ρ correlation (Figure 2A insets and Supplementary Figure S1a, b, inset). 

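The long-read data analysed here come from 8 male C57Bl/6JRj mice, an inbred laboratory strain, of which 4 were young adults (6m) and 4 were aged (24m), with 1 library per mouse. RNA from a whole brain hemisphere was sequenced with ONT by the direct RNA protocol, in which RNA molecules pass through the pore themselves, without amplification. The labels of the samples describe a poly(A) library kit for cDNA, whereas the paper's methods describe direct RNA sequencing of these mice, and the paper's description is used here. According to the methods, the authors mapped the reads to the GRCm39 genome with minimap2 and counted them per gene with featureCounts. The deposited values are raw read counts for 22430 genes, of which 5754 had no count in any library. The low-count filter, the quantile normalization and the row-wise median normalization that the methods place before differential expression are not part of these values.

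Counts on genes added up to 843706, 573152, 838483 and 818963 in the young adult libraries (median 828723) and to 660398, 903595, 742951 and 1255424 in the aged libraries (median 823273). The mean totals, 768576 at 6m and 890592 at 24m, did not differ beyond the spread between libraries (exact permutation test, two-sided, p = 0.54, n = 4 per age). The paper gives ~1M reads per sample for the long-read dataset, and the values here use the counts on genes. At these depths, a count of 0 in a library allows up to 3 counts, which corresponds to between 2.30 and 5.42 CPM (counts scaled to a common library size) depending on the library, so a gene at or under 3 counts in every library of an age is compared with this limit there. Intervals and limits cover counting error only.

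From the raw counts, library sizes were scaled with edgeR's TMM method, and the 9375 genes with a mean count over 5 were tested between 24m and 6m with edgeR's quasi-likelihood test. These genes held 98.6% of all counts. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2FC of at least 0.58, the thresholds of the paper, are called changed. The choices that could move the numbers most are the filter on low counts, since the median tested gene held a mean of 23.5 counts per library, and the scaling between libraries. The paper's text does not name the strand or multi-mapping settings of the counting, so genes with a near-identical copy or with an overlapping gene are uncertain. Among the genes named below, Camk2b, Shank1, Sirt6, Hnrnpu, Ndufs6, Uqcr10, Uqcrc2, Uqcrq and Gapdh overlap a gene on the opposite strand. Their values are uncertain if the counting did not use strand, which is not repeated at each mention.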

As anticipated, our results demonstrate that the replicates exhibit grouping patterns based on their respective ages. 

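In the long-read libraries, Spearman ρ of log2 CPM over the tested genes was between 0.934 and 0.946 for pairs of young adult libraries, between 0.918 and 0.951 for pairs of aged libraries, and between 0.882 and 0.912 for pairs of different ages. Mean ρ was thus 0.0403 higher within than between ages (exact permutation test over the 35 ways to part the 8 libraries into 4 and 4, one-sided, p = 0.029, the smallest value this design allows). PC1 of the PCA held 39.4% of the variance and separated the ages without overlap, with scores from -27.8 to -21.2 in the young adult libraries and from 18.0 to 32.6 in the aged libraries (exact permutation test of the difference in means, two-sided, p = 0.029, n = 4 per age, again the smallest possible). PC2 held 17.2% and set aged replicate 1, with a score of 38.4, apart from the other libraries, which lay between -17.5 and 7.48. Every pair of libraries differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 1.19 and 1.89 within the young adult group, between 1.31 and 4.12 within the aged group and between 3.43 and 5.25 across ages. By the paper and the labels each comes from another mouse, and all 8 were counted as separate replicates. Of the alternatives, restricting ρ to the 500 genes with the highest variance moved the difference most, to 0.284, with the same p.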

Subsequently, we performed differential gene expression in the aging brain by comparing mRNA abundance obtained through short-read and ONT sequencing methods.

**Figure 1.**
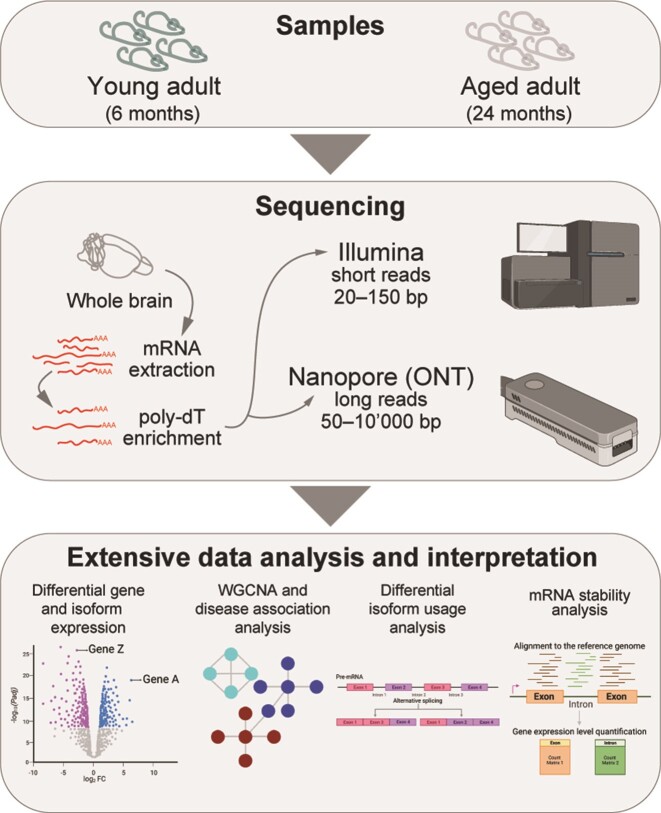
Overview of the experimental outline and analysis workflow.

**Figure 2.**
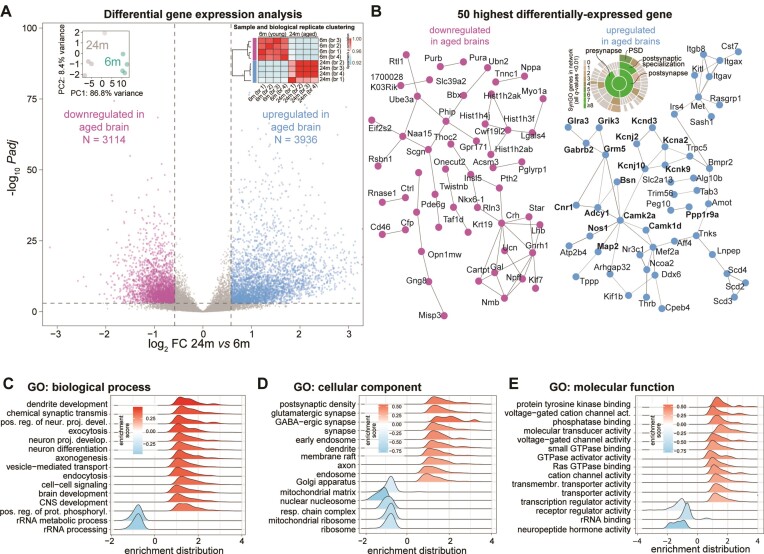
Gene expression changes in the aging mouse brain. (**A**) Volcano plot displaying the differentially expressed genes. Insets: dot plot for biological replicate variability calculated using PCA and correlation matrix (spearman ρ) of the Illumina short-read dataset. (**B**) STRING representation for the top 50 most down- or upregulated genes in the aged brain (respectively pink and light blue). Genes in bold were also identified in a specific synaptic gene ontology enrichment analysis (SynGO (82)), as also shown in the detailing inset where synaptic genes are categorized. (**C–E**) Gene ontology (GO)- Gene set enrichment analysis (GSEA) of genes that are significantly down- or upregulated in the aged brain (*padj* ≤ 0.05, |log_2_FC| ≥ 0.58), related to panel A.

We evaluated genes that exhibited significant differences between 24-month-old (24m) and 6-month-old (6m) mice, selecting genes in our short-read dataset with a multiple comparison adjusted p-value (*padj*) ≤ 0.05 and an absolute log_2_fold change (|log_2_FC|) ≥ 0.58 (Supplementary Table S2). When considering this subgroup of significantly differentially expressed mRNAs, we found a slight over-representation of upregulated genes (3936 upregulated transcripts corresponding to ∼56% and 3114 downregulated transcripts corresponding to ∼44%; Figure 2A, and Supplementary Table S2). We checked and this small bias seems to be due to a *bona-fide* higher expression rather than a problem of normalization. As expected, in the long-read dataset we observed similar changes with an overall significant positive correlation of the two datasets (spearman ρ = 0.74, *P*-value < 2.2e-16; Supplementary Figure S1d and Supplementary Table S2) and also in the second independent animal cohort we observed similar changes with an overall significant positive correlation of the two datasets (Spearman ρ = 0.88, *P*-value < 2.2e-16; Supplementary Table S2).

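The long-read counts were examined for the genes that Fig. 2B takes from short reads of the same mice, and for how far log2FC repeats between disjoint sets of long-read libraries. The short reads were not analysed here, and the correlation between the technologies was not recomputed. Of the 50 upregulated genes read from Fig. 2B, 49 were matched to the long-read counts and 10 were abundant enough to be tested. Their median log2FC was 1.41, and 8 of the 10 were higher at 24m (adjusted p = 0.000925 from camera with a preset correlation of 0.01, and adjusted p = 0.00354 from fry, both with Benjamini-Hochberg adjustment over 24 gene lists). With the genes whose young adult libraries all lay at the count limit set at their log2FC against this limit, the median was 1.24. That value includes Bsn, whose counts lie too close to the limit to bound it, so it is no lower bound. The filter on low counts moved the median of the list most. With all genes of a total count over 5, the median was 0.12 and the list was no longer significant (adjusted p = 0.374 from camera with Benjamini-Hochberg adjustment, range over all alternatives 0.000421 to 0.39). The median was 0.55 without aged replicate 1. In that fit Kcnj10 and Tppp, which had the highest fitted log2FC of the list, no longer passed the filter on low counts. The weight of this library on the list was therefore not measured on the same genes. Of the 52 downregulated genes of Fig. 2B, 51 were matched and 14 were tested. Their median log2FC was -0.93, and 13 of the 14 were lower at 24m (adjusted p = 8.07e-06 from camera and 0.000255 from fry, with the same adjustment). Adjusted over the list alone, 8 genes of the upregulated list were changed, 6 of them higher and 2 lower, and 8 genes of the downregulated list, all lower, which is not independent evidence because the lists were chosen on the same mice.

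Among these genes, Kcnj10 (ENSMUSG00000044708, GRCm39 chromosome 1, 172168765 to 172201652, plus strand), which encodes an inwardly rectifying potassium channel, had 1 count in the 4 young adult libraries together and between 6 and 19 counts in each aged library, so its level was at least 2.45-fold higher at 24m. Bsn (ENSMUSG00000032589, chromosome 9, 107973221 to 108067629, minus strand), which encodes the presynaptic protein Bassoon, held 2 or 3 counts in every young adult library and between 10 and 18 in every aged library; no fold change is given for it, since counts this close to the limit of 3 do not bound it. Tppp (ENSMUSG00000021573, chromosome 13, 74156864 to 74184298, plus strand) was at least 2.54-fold higher. The upregulated list also held 2 genes that were lower at 24m. Map2 (ENSMUSG00000015222, chromosome 1, 66214327 to 66481746, plus strand) had 43.2 ± 15.3 CPM at 6m and 23.5 ± 3.38 CPM at 24m (SD, n = 4 each), a log2FC of -0.91 (SE 0.234, adjusted p = 0.00707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lost significance without young adult replicate 3 (log2FC -0.65, adjusted p = 0.0684 from the same edgeR test). Kif1b, which is outside the rule for naming genes and was picked after its values were seen, had a log2FC of -0.74 (adjusted p = 0.0187 from the same edgeR test) and was no longer significant without young adult replicate 1 (log2FC -0.67), without young adult replicate 3 (log2FC -0.65) and without aged replicate 2 (log2FC -0.72). In the downregulated list, Ube3a (ENSMUSG00000025326, chromosome 7, 58878492 to 58961832, plus strand), which encodes a ubiquitin ligase, fell from 16.7 ± 3.68 to 5.00 ± 2.82 CPM (SD, n = 4 each), a log2FC of -1.82 (SE 0.402, adjusted p = 0.0022 from edgeR's quasi-likelihood test). Across all 45 genes that the results text names, 32 were tested, of which 7 were changed and higher and 2 were changed and lower, and 9 were changed when adjusted over the list alone.

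**Figure D1:**
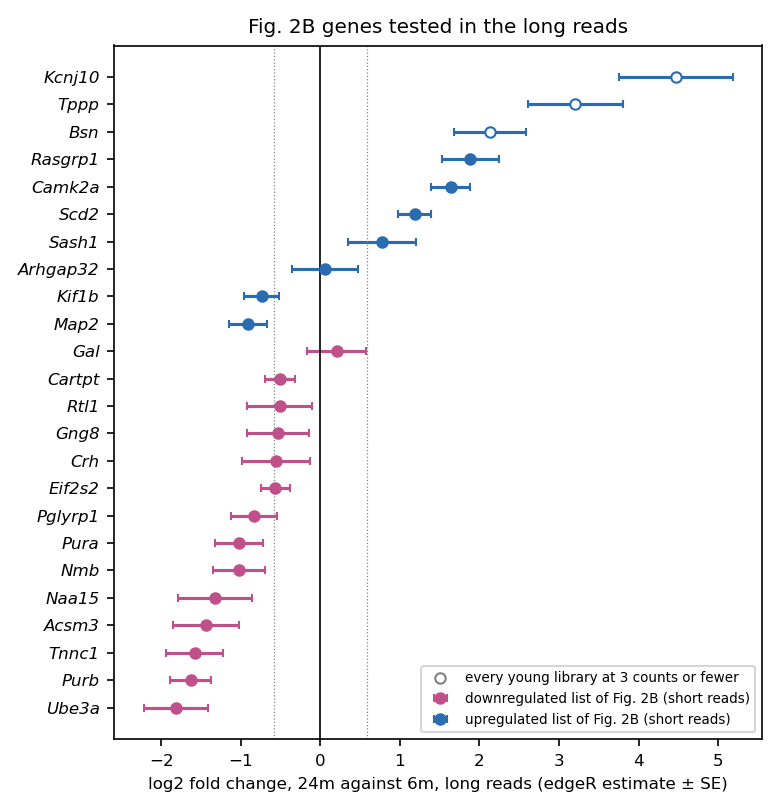
Long-read log2FC (24m against 6m, x axis) of the 24 tested genes of Fig. 2B, with bars of 1 SE from edgeR. Blue points are genes of the upregulated list, pink points genes of the downregulated list, hollow points are Kcnj10, Tppp and Bsn, for which every young adult library held 3 counts or fewer and the fitted value is no bound, and dotted lines mark a log2FC of 0.58 in each direction. Of the upregulated list 8 of 10 lie above 0, and of the downregulated list 13 of 14 lie below 0.

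When log2FC was computed from 2 young adult and 2 aged libraries and, separately, from the other 2 and 2, Spearman ρ across the tested genes had a median of 0.561 over the 18 ways to do so (0.487 to 0.596). Genes are not independent replicates, so no p-value is given. For the 2720 genes with a mean count over 50 the median was 0.722. Comparisons between libraries of the same age, set against each other in the same manner, gave ρ from -0.03 to 0.17 over 9 comparisons. From the positive correlation of the short-read and the long-read datasets, the paper states that similar changes were observed with both technologies.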

To check the overall quality of our data, we first made sure that we could find in our data coarse changes consistent with previous aging studies and we could replicate increased expression of astrocyte-specific genes (88–90), including vimentin (Vim) and the astrocyte marker GFAP. These results underscore astrocytosis as a common phenotype of the aging brain (91). Furthermore, we observed the downregulation of sirtuin (Sirt6), a key regulator of mitochondrial function, which indicates mitochondrial impairment (92). We also confirmed the decrease of several other genes for mitochondrially-targeted proteins which are incorporated in mitochondrial complexes such as Ndufs4, Ndufs5, Ndufs6, Sdhb, Uqcr10, Uqcrc2, Uqcrq, Uqcrqb, Cox5a and Cox5b, that corroborate previous observations of mitochondrial dysfunction (93).

When analyzing the highest and lowest 50 most significantly changed transcripts (Figure 2B and Supplementary Table S2), we found that among the differentially downregulated genes in the aged brain several hits indicate changes in neuropeptide hormone secretion and function. These include for example the mRNA encoding Cartpt, an anorectic peptide that inhibits feeding behavior (94), and the homeobox transcription factor Nkx-6–1, which is involved in the transcriptional regulation of the insulin gene and is an important regulator of late brain development (95). Other interesting hits include the ubiquitin protein ligase E3A (Ube3a) and secretagogin (Scgn). Ube3a is an E3 ubiquitin-protein ligase important for the degradation of cytoplasmic misfolded proteins that is mutated in Angelman syndrome, a human neurodevelopmental disorder caused by loss of function of the maternally inherited UBE3A (96,97). Scgn is a secreted calcium sensor that has a function related to neuroendocrine cells and has recently been shown to interfere with α-synuclein fibrillation (98).

Among the 50 most upregulated mRNAs, we observed a clear enrichment of transcripts encoding proteins with essential neuronal and synaptic functions (Figure 2B, right and Supplementary Table S2). These included, for example, mRNAs related to potassium channels (Kcna2, Kcnd3, Kcnj2, Kcnj10 and Kcnk9), neurotransmitter receptors (Grik3, Gabrb2, Grm5, and Cnr1), and other neuronal components, including the presynaptic scaffold bassoon (Bsn) and microtubule-associated protein 2 (Map2). To distinguish possible differences between pre- and postsynaptic changes, we performed an additional analysis using the curated synaptic gene ontology database SynGO (82). This showed that both pre- and postsynaptic mRNAs are increased in the aged brain, although we found a hint among these for the enrichment of components in the postsynaptic density (PSD; inset in Figure 2B). To account for possible sex-chromosome related effects, we also tested if there is a change in the expression of X- or Y-chromosome genes. We observed no difference in their overall expression as they were not significantly changed when comparing 24m vs 6m mice (paired t-test p-values for X-chromosome or Y-chromosome specific gene expression 0.98 and 0.52, respectively).

A more wide-ranging gene ontology gene set enrichment analysis (GSEA) based on all changed transcripts confirmed a significant downregulation of neuropeptide hormone activity (GO:0005184). This analysis also revealed a decreased expression of mitochondrial and ribosomal mRNAs in the aged brain including several gene ontologies (GOs) associated to these processes (e.g. GO:0033108, GO:0007005, GO:0140053 and GO:0032543; Figure 2C–E). Overall, the upregulated GOs point to synaptic transmission, neuronal terminal differentiation, and specific increase of mRNAs for synaptic components (GO:0014069, GO:0098982).

Potential discrepancies in the magnitude and direction of synaptic transcript changes with previous datasets may be due to several reasons, including differences in the age of the control cohorts (refer to Supplementary Table S3) or the fact that subregional studies could suffer from variability in the dissected region. Coincidentally, the latter was one of the reasons that in our case led us to analyze the whole brain. We reasoned that cross-testing our results with recent single-cell datasets could partially resolve some of these discrepancies. In addition, this would allow us to understand whether the observed change is due either to a *bona fide* upregulation of neuronal transcripts in neurons or rather to a deregulation of transcriptional specificity in other cell types, including glial cells, which might begin to express neuronal genes. This possibility is suggested by shifts in the molecular identities of glial cells observed in aged human brains (10). To this end, we took advantage of data from recently published single-cell dataset across mouse ages (6) and we performed a comparative analysis between our datasets and single-cell data (Supplementary Figure S2 and Supplementary Table S4). Due to the increased expression of synaptic genes observed in the aged brain, we focused our analysis on neuronal synaptic genes curated from the SynGO (82) database and examined their expression changes across cell subtypes identified in the single-cell dataset. This analysis revealed that the upregulation of synaptic genes is significant in aged mouse neurons but was not observed in other cell types (Supplementary Figure S2). Overall, these findings indicate a possible engagement of neurons to produce more synaptic transcripts in the aged brain.

To investigate whether the composition of cell types and specific cell populations might influence some of our results, we additionally utilized two recently published single-cell datasets (37,39) covering various mouse ages and applied single-cell deconvolution-like approaches inspired by the recent literature (83). Re-analysis of these single-cell datasets allowed us, first, to answer the question of whether changes in the number of different single-cell populations during brain aging were clearly detected in these single-cell studies. Second, we also used these data to test, at least by estimation, whether the differences observed in our work might be preferentially due to specific cell populations. After retrieving and re-analyzing the data, we found no significant differences in cell numbers across ages in the single-cell datasets (Supplementary Figure S3a, b), with two exceptions: microglial cells in the work of Buckley and coworkers ((39), Supplementary Figure S3a) and endothelial cells in the work of Allen and coworkers ((37), Supplementary Figure S3b). We decided to follow up on the observation that microglia cells are increased in the work from Buckley and collaborators. After retrieving the list of 1330 microglia-specific transcripts from their work, we checked if these genes are changed across ages in our dataset (Supplementary Figure S3c). With this analysis we found that microglial genes are indeed also increased in our aged dataset. To understand if this phenotype could also be due to a change in the expression profile of this cell population, we performed GO analysis of the microglial-specific genes (Supplementary Figure S3d) and found an overrepresentation of terms related to microglia activation such as lytic vacuole (GO:0000323) and phagocytic cup (GO:0001891), suggesting a possible change in both number and phenotype of these cells.

We conducted a similar GO analysis on the endothelial cells (Supplementary Figure S3e), but no significantly enriched terms were found, suggesting no change in the phenotype of these cells.

To additionally explore whether there is a possible influence of region-specific changes in our bulk transcriptome data, we re-analyzed the region-specific data from Allen and colleagues (37). For each brain region, here we defined genes that could serve as region-specific markers and checked if they were changed in our aged short-read dataset (Supplementary Figure S4a). This analysis showed a significant upregulation of genes enriched in cortical layer V, in the striatum, and in the corpus callosum during aging. Moreover, to extend our findings to the human context, we also selected the region-specific genes from the Human Protein Atlas (84). Despite overall module conservation (Supplementary Figure S1g), we found no significant differences during aging in our dataset when analyzing region-specific genes defined in human (Supplementary Table S3; Supplementary Figure S5), suggesting that region-specific differences might be less conserved between species.

### Identification of common gene expression modules during brain aging

To gain a more precise molecular understanding of the transcriptome changes and to identify patterns of gene expression and relationships between genes during aging, we examined gene co-regulation using weighted gene co-expression network analysis (WGCNA (77)). This method allows to cluster genes with similar expression patterns into modules and can provide clues to potential regulatory relationships between genes while reducing the complexity of the data. Using this approach, we identified nine mutually exclusive significantly different modules of different sizes ranging from 417 to 6878 genes (Figure 3A–C and Supplementary Table S5), and one module (M0) corresponding to genes that remain unassigned. Among the nine modules in the aged brain six were upregulated (M1, M2, M3, M4, M6 and M9) and three were downregulated (M5, M7, and M8) (Figure 3A, B). Note that the clustering method does not take age group information into account, and the fact that we found several modules that were differentially expressed across ages indicates the ability of our method to identify gene expression patterns that are relevant to the aging process.

**Figure 3.**
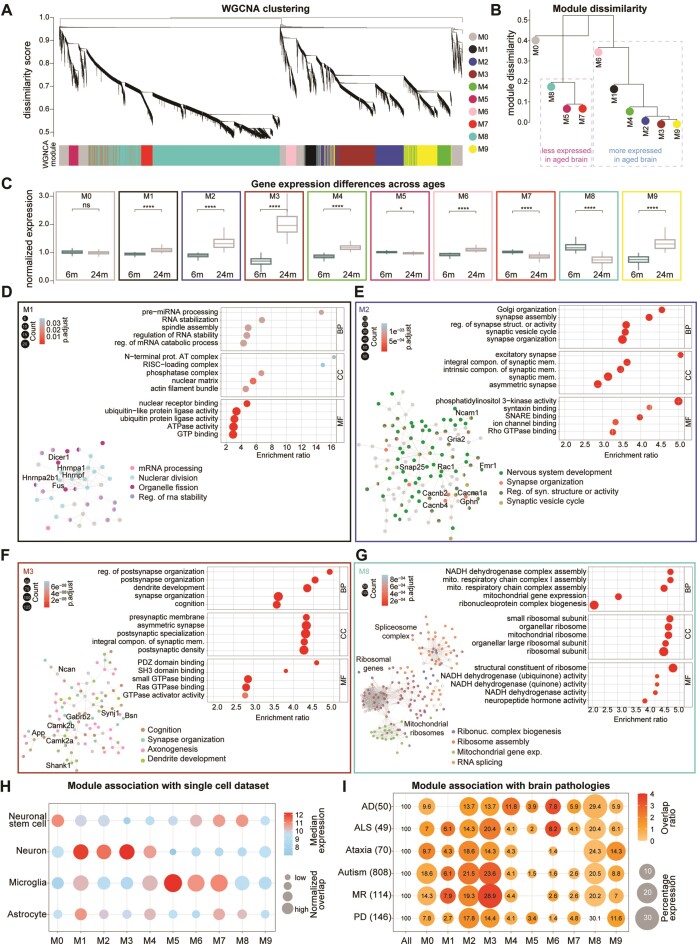
Co-expression modules and association with cells and brain pathologies of the mouse aging transcriptome (**A**) WGNCA dendrogram with highlighted modules (lower colored bar). Genes were clustered based on a dissimilarity measure. The branches are modules of closely correlated gene groups. Nine significant modules and M0 corresponding to ∼16 000 genes were detected with WGCNA. M0 is a module with a less correlated gene group. (**B**) Module dissimilarity based on module eigengene distances. Modules are grouped based on their expression. (**C**) Boxplot of normalized mRNA expression in young and aged brains, grouped by their modules detected in the WGNCA method (paired t-test followed by Tukey posthoc test *P*-value * ≤ 0.05, ** ≤ 0.01, *** ≤ 0.001 and **** ≤ 0.0001). (**D**–**G**) Gene ontology over-representation analysis (GO-ORA) for the four selected modules, respectively M1, M2, M3 and M8 shown here are top 5 GO terms based on the enrichment ratio. For all modules in detail refer to Supplementary Table S6. Circle sizes in the enrichment graphs correspond to the number of terms for each GO term, and color scales represent the *padj*. Insets are string network analysis for each module and their association with the respective pathways. For enlarged views of the string network analysis refer to Supplementary Figures S6–S9. (**H**) Dot plot of median mRNA expression from a previously published cell dataset. The size of the bubble represents the normalized overlap of the genes in the module with the specific cell type Supplementary Table S7). The color scale corresponds to the median expression for the overlapping genes. (**I**) Dot plot of the association of modules to brain pathologies. Lists have been manually curated for each pathology (Supplementary Table S8), the numbers are for overlap with all the genes in the short-read dataset, Alzheimer's disease (AD), amyotrophic lateral sclerosis (ALS), ataxia, autism, mental retardation (MR), and Parkinson disease (PD). The size of the bubble represents the log_10_*P*-value, and the color scale corresponds to the overlap ratio. The numbers in the bubble are the percentage of genes in each module for each pathology.

To obtain a biologically-oriented description of each module, we performed an over-representation analysis using GO annotations (Supplementary Table S6). Several significantly enriched biological processes were identified for each module (Supplementary Table S6, Figure 3D–G, Supplementary Figure S1f and Supplementary Figures S6–S9), allowing to identify modules related to neuronal and synaptic biology (M2, M3, M4, M9), RNA stabilization and processing (M1), mitochondrial and ribosomal function (M8), and immune response where two modules (M5, M6) displayed opposite expression patterns (Figure 3C, Supplementary Figure S1f). Although the data for all modules are available (Supplementary Table S6), due to space limitations, we focused on the detailed description of four modules that we found to be of particular interest: (i) M1 which is overexpressed in the aged brain, encodes a number of proteins important for regulating mRNA stabilization and processing including Dicer1 that orchestrate short dsRNA-mediated post-transcriptional gene silencing and FUS, an RNA-binding protein that plays a pivotal role in RNA metabolism (Figure 3D and Supplementary Figure S6); (ii) M2, which is also increased in the aged brain and encodes several components important in the development and the final differentiation of neurons and particularly pre-synapses. Among these there are SNARE proteins such as SNAP-25, the RNA-binding protein FMRP (encoded by Fmr1) and important synaptic adhesion molecules, such as the axonal neural cell adhesion molecule 1 (Ncam1; Figure 3E and Supplementary Figure S7); (iii) M3, also an aged-overexpressed synaptic module, is predominantly enriched for transcripts encoded proteins related to cognition and synaptic scaffolds.

For example, it includes the adapter protein of the excitatory postsynaptic density Shank1, and different isoforms of the Calcium-calmodulin kinase II (Camk2a and b) that are localized at the postsynapse (Figure 3f and Supplementary Figure S8); (iv) M8, which is downregulated in the aged brain, includes a large number of ribosomal genes, both cellular and mitochondrial and a series of mRNA encoding important players in RNA splicing, such as the core component of the spliceosome (Figure 3G and Supplementary Figure S9).

To further explore the association of the identified modules with different brain cell populations and to explore possible links to human brain pathology, we used the previously mentioned single-cell dataset (6) (Figure 3H; Supplementary Table S7) and we curated a set of genes related to human pathology (Figure 3I; Supplementary Table S8). These analyses showed that the modules M1-M4 have a specific association with the neuronal cell type and a higher overlap with brain pathologies. Modules M5-M6 are associated with microglia and a comparatively lower association with brain pathologies (Figure 3I). Moreover, we checked if the region-specific genes identified by Allen and colleagues (37) showed age-related differences in our modules. We concentrated on the gene sets which we found significantly different in our dataset (cortical layer V, striatum, and corpus callosum; Supplementary Figure S4a). This analysis revealed that cortical layer V genes are significantly increased in aged brains in our module M3 (related to synaptic neuronal function; Supplementary Figure S4b). When considering striatum-specific genes we found no significant difference across our modules (Supplementary Figure S4c). Finally, the corpus callosum-specific genes were increased in aged brain in modules M4 and M9 (respectively a synaptic module and a module related to cellular response to lipid and small GTPase function; Supplementary Figure S4d).

### Age-related modules are conserved in independent human brain and mouse datasets

As a complementary approach to validate and further extend the relevance of our findings to the human context, we performed module preservation analysis using both of our datasets (short and long read) and a publicly available human dataset (7,79). For the analysis of the human dataset, we defined the young adult group as individuals aged between 20 and 30 years of age and the elderly group as individuals between 56 and 69 years of age. We selected these age groups as they are more adequate for comparison with mouse brains (99) This analysis revealed that modules M1 to M4, which were found to be upregulated in the aged brain in our short-read pair-end mouse dataset, exhibited preservation in a second independent animal cohort (Supplementary Figure S1f), upon sequencing with a different technology that has inherently different technical biases (Supplementary Figure S1e; (100,101)), and also in the human context (Supplementary Figure S1g). This preservation across species and datasets confirms the robustness of our observations and indicates that the upregulation of genes related to neuronal function is well conserved and is also present in humans, when adult mice are used for the comparisons.

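The long-read values of the module members that the paper names were as follows, while the full module lists were not used here. In M3, all 6 named genes had a positive log2FC, with a median of 0.89 (adjusted p = 6.85e-05 from camera with Benjamini-Hochberg adjustment, and 0.001 from fry), and 3 of them were changed. This is not independent evidence, because the paper found M3 as a rising module in short reads of the same mice. Camk2a (ENSMUSG00000024617, GRCm39 chromosome 18, 61058473 to 61121224, plus strand), a subunit of the calcium/calmodulin-dependent kinase II, had 20.2 ± 2.83 CPM at 6m and 64.9 ± 23.9 CPM at 24m (SD, n = 4 each), a log2FC of 1.64 (SE 0.248, adjusted p = 4.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Camk2b (ENSMUSG00000057897, chromosome 11, 5915791 to 6016362, minus strand), another subunit of the kinase, rose from 55.0 ± 13.0 to 131.4 ± 22.8 CPM (SD, n = 4 each; log2FC 1.23, SE 0.171, adjusted p = 1.36e-05 from the same edgeR test), and an antisense gene, Ykt6, overlaps its exons. Nlgn2 (ENSMUSG00000051790, chromosome 11, 69713948 to 69728613, minus strand), a postsynaptic adhesion protein, rose from 16.7 ± 6.94 to 53.3 ± 11.3 CPM (SD, n = 4 each; log2FC 1.57, SE 0.248, adjusted p = 6.98e-05 from the same edgeR test). App, with 505.3 ± 59.1 CPM at 6m and 668.3 ± 99.0 CPM at 24m (SD, n = 4 each), had a smaller log2FC of 0.41 (adjusted p = 0.00688 from the same edgeR test), under the fold change minimum. For Shank1 (log2FC 0.56, SE 0.365) and Nlgn1 (log2FC 0.03, SE 0.412) no difference was detectable at mean counts of 8.88 and 8.38 per library, and the sign of Nlgn1 changed between alternatives, from -0.29 to 0.34.

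Of the named genes of M2, Snap25 (ENSMUSG00000027273, chromosome 2, 136533580 to 136624362, plus strand), a presynaptic SNARE protein, had 318.1 ± 68.0 CPM at 6m and 533.6 ± 184.4 CPM at 24m (SD, n = 4 each; log2FC 0.77, SE 0.178, adjusted p = 0.00316 from edgeR's quasi-likelihood test). The Snap25 log2FC was not significant with DESeq2, neither on the raw counts (log2FC 0.76, adjusted p = 0.111) nor on quantile-normalized counts (adjusted p = 0.0958 from DESeq2; range over all alternatives 1.42e-11 to 0.111), and aged replicate 1 lay at 260.6 CPM, below 3 of the young adult libraries. Ncam1 (log2FC -0.07, SE 0.176) did not differ detectably, and neither did Nrxn3 (log2FC -0.34, SE 0.301) of M1. The means of Dicer1 (4.38 counts per library) and Fmr1 (3.50 counts per library) lay under the minimum for testing.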

### Altered splicing and length-associated transcriptome differences in the aged brain

Given the abundance of alternative splicing (AS) events in the brain (43), and the finding that a module we identified directly points to changes in mRNA splicing (M8), we investigated more specifically whether there are age-specific changes in AS. For this purpose, we initially focused on our short-read dataset, aligning it with the entire mouse transcriptome and we quantified distinct alternative isoforms expressed for each gene.

For further analyses we concentrated on genes that have at least 2 isoforms that exhibited significant differences between 24m and 6m mice (Supplementary Table S9, S10). In our short-read dataset, we found that ∼53% isoforms are upregulated in the aged brain (*N* = 6984) and ∼46% are downregulated (*N* = 6091; Supplementary Table S9), in line with what we have seen at the whole-gene level. In the long-read dataset we observed very similar changes for isoforms that were identified in both the technologies with a significant positive correlation between the two datasets (spearman ρ = 0.46, *P*-value < 2.2e-16; Supplementary Table S9). In the second independent animal cohort dataset also, we observed very similar changes for isoforms that were identified in both the cohorts with a significant positive correlation between the two datasets (spearman ρ = 0.87, *P*-value < 2.2e-16; Supplementary Table S9). In addition, we examined whether there was a difference in the number of splicing isoforms detected in either the young adult or aged brain after applying a minimal cutoff. The analysis showed that there is indeed a slight increase in the number of spliced isoforms in the aged brain (on average 3.3% more isoforms in the aged brain).

Some notable examples of AS changes were observed for known adhesion molecules linked to synaptic function and formation/maintenance (102), such as Neurexin 3 (M1), Neuroligin1 and 2 (M3). These three proteins, when considered at the gene level, all follow the expression trend of their respective modules and are overexpressed in the aged brain (Figure 4A, respective panels on the left). When annotating the sequencing results, taking into account the different isoforms derived from the same gene, we realized that each of these genes also had isoforms that were expressed in the opposite manner to their respective modules (in these cases, downregulated during aging), such as an example Nlgn1-205 and Nlgn1-203, corresponding to two transcripts which are protein coding but that in the case of Nlgn1-205 goes in the opposite direction than M3 (downregulated in aging while genes in M3 are upregulated in aging, Figure 4a right panels). These observations indicate an isoform switch occurring during aging, which we observed for at least ∼4300 genes. Interestingly, also genes associated with neurodegenerative diseases (NDDs), such as the mRNA encoding for the amyloid precursor protein APP linked to Alzheimer's disease and Parkin-7 (Park7) which is associated with Parkinson's disease (PD) show isoform switching behavior during brain aging. In the case of APP, isoforms App-201 and App-204, which encode the amyloid-β domain associated with AD pathology, were upregulated in the aged brain, consistent with gene expression changes. Conversely, the isoforms App-205 and App2-10, which do not encode a protein, showed lower expression in the aged brain. These findings align with the observation that isoforms with higher expression in the aged brain are predominantly protein-coding (Supplementary Figure S11c). Similarly, for the Park7 gene, isoform Park7-209 was downregulated in the aged brain, mirroring the gene expression pattern, while isoforms Park7-209 and Park7-210 were upregulated. Additionally, we examined the expression of Rad52, a gene involved in DNA repair that exhibits dysfunction during brain aging (71,72⁠). We found that Rad52-206 was downregulated, consistent with gene expression changes, while Rad52-209 was upregulated in the aged brain (Figure 4A). When considered for each module, isoform switching behavior, also referred to as ‘bidirectional expression’ here, was observed for ∼28% of the isoforms (see for example isoform density plots for overexpressed modules in the aged brain such as M1, M2 and M3 and downregulated modules such as M8 in Figure 4B). In the second independent animal cohort dataset, we also observed a similar pattern in the changes of isoform switching that was conserved across modules (Supplementary Figure S10a, b). Furthermore, consistent with the switching pattern results, the analysis of module conservation indicates that modules are being preserved (Supplementary Figure S1f). It is reassuring to note that the modules are conserved even when the results were obtained in two independent animal cohorts.

**Figure 4.**
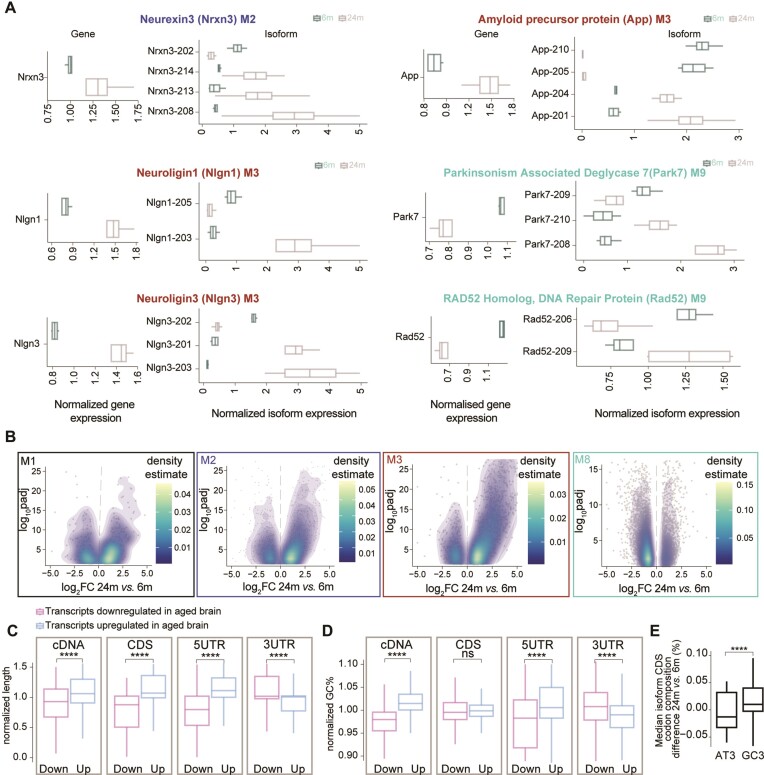
Isoform expression changes in the aging brain. (**A**) Boxplot of the normalized expression for a subselection of genes having isoforms that are expressed in an opposite manner when compared to the respective module. The panel on the left shows the gene expression while the right panels isoform expression. (**B**) Volcano density plots of significantly differentially expressed mRNA isoforms within selected modules from the WGCNA analysis that show interesting patterns during brain aging (M1, M2, M3 and M8). (C, D) Boxplot of the length (**C**) and GC% for different features (**D**) of an isoform. Genes were selected if they have at least 2 isoforms differentially expressed (*padj* ≤ 0.05 and |log_2_FC| ≥ |0.58|). Numbers were normalized for each gene and values of 1 would indicate equal distribution between age groups. (**E**) Boxplot of codon composition in the CDS for genes that were selected if they have at least two isoforms differentially expressed (*padj* ≤ 0.05 and |log_2_FC| ≥ |0.58|; paired t-test followed by Tukey posthoc test * ≤ 0.05, ** ≤ 0.01, *** ≤ 0.001 and **** ≤ 0.0001)

In the light of this widespread isoform-switching behavior observed in the aged brain, we decided to investigate the potential aspects influencing isoform changes. For this, we assessed whether general features related to mRNAs such as isoform length, mRNA percentage of guanine cytosine (GC%) which correlate to RNA stability, and codon composition could contribute to the switching (Figure 4C, D). To account for a potential bias introduced by isoforms upregulated in the aged brain (which are by definition more numerous), we performed a gene-wise analysis, which is not influenced by expression differences (see methods for details). Briefly, we focused on genes with at least two isoforms expressed in both age groups and normalized the length and the GC%, separately for the isoforms that were significantly upregulated or downregulated in the aged brain within each gene. To have a more precise understanding of which region of the RNA could be specifically influenced by these changes we analyzed both the mRNA as a whole (cDNA) or subdivided it into coding sequence (CDS) and in the 5′ or 3′ untranslated regions (UTRs). This analysis revealed that isoforms overexpressed in the aged brain (up) when considered as a whole (at the level of the cDNA) tend to be longer (Figure 4c leftmost panel). When considering the CDS and the 5′UTR, which collectively account for ∼70% of the cDNA length, this observation was conserved. In contrast, the 3′UTR exhibited a reverse trend (Figure 4C, rightmost panels).

We also found that among the genes with isoforms that have bidirectional expression in the aged brain, those that are overexpressed are significantly longer than those that are downregulated (Supplementary Figure S13a left panel). Furthermore, we observed a positive correlation for module M2 (neuronal and synaptic; spearman ρ = 0.1 and *P* = 2e-05) and M8 (mitochondrial and ribosomal; spearman ρ = 0.29 and *P* = 2.2e-16). We also observed a negative correlation for module M4 (vesicle organization; spearman ρ = –0.12 and *P*-value = 0.00072) and M5 (immune response, spearman ρ = –0.11 and *P*-value = 0.027). Additionally, an overall positive correlation between gene length and expression levels (spearman ρ = 0.2, *P*-value 7.13e-96) (103), consistent with previous observations in the brain, but in contrast to the generally negative correlation reported for other tissues. This could suggest that longer isoforms are subjected to less efficient degradation in the aged brain, leading to their accumulation and increased abundance. When analyzing the GC%, which is known to be correlated to increased mRNA stability (104,105), we observed a very similar trend (Figure 4D), although the CDS was not significantly different between aged and young adult brains. We and others have reported a specific pattern of genes that contain different GC% (99,100). When considering more specifically the G/C-ending codons (GC3), we also observed that aged isoforms have a higher GC content at the wobble nucleotide position (Figure 4e). For both length and GC% a reverse trend was observed for the 3′UTR. This might be of particular importance as the 3′UTR region is known to regulate mRNA dynamics and stability (44), as for example it is a site for miRNA-mediated targeting and degradation.

Collectively, these findings highlight age-specific changes in AS in the brain, evidenced by bidirectional isoform expression of key genes, as well as by the differential expression of isoforms associated with NDDs and DNA repair. Moreover, transcript length, GC% content, and codon composition appear to contribute to the observed isoform changes in the aged brain.

### Age-specific alternative splicing events

To understand if there is a specific pattern in splicing events that could be at the basis of the observed isoform differences, we performed differential transcript usage (DTU) analysis. This analysis allows to differentiate subtypes of splicing events. Through this analysis, we identified specific splicing events for 5325 isoforms corresponding to 2311 genes (Supplementary Table S11). Alternative splicing might be generated by variations in transcription start or termination sites (ATSS, ATTS), 5′ acceptor 3′ donor splice sites (A5, A3), exon skipping (ES), intron retention (IR), multiple exon skipping (MES), and insertion of mutually exclusive exons (MEE), as⁠ also represented in Supplementary Figure S11a. In this type of analysis, 0.5 signifies no difference among the groups that are considered, while lower or higher numbers indicate either a decreased or increased occurrence of the AS event.

Analyzing our dataset, we observed that A5, ATSS, ATTS and MES events had a significantly decreased occurrence in the aged brain (<0.5), while the A3 events were increased (>0.5; Figure 5A). We also considered the same changes in the long-read dataset, and we observed that changes in both datasets were highly correlated (*r^2^* = 0.90, *P* = 0.0046; Figure 5A inset and Supplementary Figure S11b). The use of these two complementary datasets ensured the reliability of the observed changes, although the overall number of isoforms subdivided for each category is in some cases low (<20).

**Figure 5.**
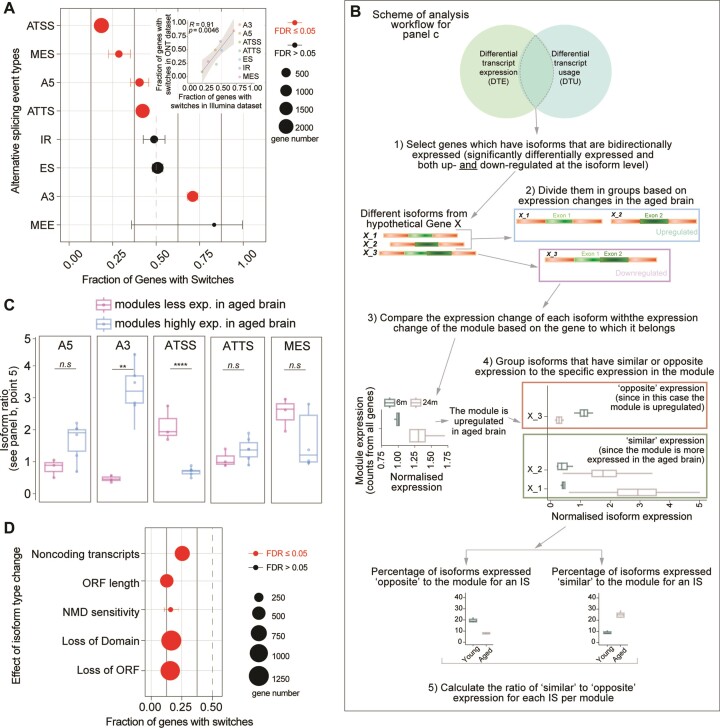
RNA splicing changes in the aging brain. (**A**) Alternative splicing events in the aging brain (FDR ≤ 0.05 are significant changes), inset: scatter plot summarizing the correlations of the short-read with the long-read dataset for each splicing type. Points represent the fraction of genes with switches for each functional category in the individual datasets (Pearson's *P* values). The significance test was performed using an exact binomial test followed by Benjamini-Hochberg adjustment (as this test is more accurate to study a variable that can take only two possible values; * ≤ 0.05, ** ≤ 0.01, *** ≤ 0.001 and **** ≤ 0.0001). (**B**) Workflow to compare the differentially used and expressed transcripts. (**C**) Isoform ratio as calculated in point 5 of panel B in figure. Modules are grouped depending on whether they are less expressed in the aged brain (M5, M7, M8) or more expressed (M1, M2, M3, M4, M6, M9) (unpaired t-test followed by Tukey posthoc test **** ≤ 0.0001). (**d**) Consequences of isoform types in the aging brain (FDR ≤ 0.05 are significant changes). The significance test is performed using the exact binomial test followed by Benjamini–Hochberg adjustment (* ≤ 0.05, ** ≤ 0.01, *** ≤ 0.001 and **** ≤ 0.0001).

To investigate whether the type of alternative splicing is related to the change in expression during aging, or in other words if an isoform that is either more or less expressed in the aged brain can be influenced by a specific splicing event, we designed a specific analysis (Figure 5B). First, we identified the isoforms that are significantly differentially expressed in the aged brain and that have a different splicing type (differentially used). We then focused on those genes whose isoforms are bidirectionally expressed (e.g. see Figure 4A) and we grouped them based on their module identities as defined by our WGCNA analysis (Figure 3). This allowed us to identify isoforms with either ‘similar’ or ‘opposite’ expression changes when compared to the module affiliation at the level of the whole gene. As an example, the gene App (amyloid beta precursor protein, Figure 4A) belongs to M3 but has four isoforms, two of which are upregulated in the aged brain (App-201 and APP-201) and two which are downregulated (App-205 and App-210) (Supplementary Table S9). Since M3 is upregulated in the aged brain (Figure 3B), App-201 and APP-201, the two upregulated isoforms, have a ‘similar’ expression to M3, while the two downregulated (App-205 and App-210) have an ‘opposite’ expression to the module. We extended this analysis to the selected isoforms as schematized in Figure 5B and we found that modules overexpressed in the aged brain (M1, M2, M3, M4, M6 and M9) when compared to modules that are downregulated in the aged brain (M5, M7 and M8) predominantly contained isoforms with an alternative 3′ acceptor site splicing (A3; Figure 5C). Isoforms showing an ATSS splicing event showed an opposite phenotype (Figure 5C). These findings indicate that A3-type splicing events might stabilize isoforms that are overexpressed in the brain (and thus contribute to their increased levels), while ATSS-type splicing events might have the opposite effect. Additionally, this analysis indicated that in the aged brain the overexpressed isoforms tend to be less sensitive to nonsense-mediated RNA decay (NMD), further corroborating this hypothesis, and have more abundant protein-coding isoforms and less abundant noncoding transcripts (Figure 5D, Supplementary Figure S11c). Collectively, these findings suggest that age-specific isoform switches in the aging brain, might have consequences for mRNA turnover due to reduced NMD sensitivity and possibly other mechanisms that render some mRNAs less efficiently degraded.

To test whether specific mRNA-binding proteins (RBPs) and/or splicing factors (SFs) could explain the differences in splicing events observed in the aged brain, we performed an *in silico* RNA-binding motif analysis, using ∼80 proteins with well-defined binding specificity (72). This analysis revealed at least 7 RBPs that show higher binding probability for isoforms that are significantly altered in the aged brain (Supplementary Figure S11d, e and Supplementary Table S12), including RBM4 (downregulated in the aged brain, Supplementary Table S2), which is associated with neuronal differentiation (44), and HNRNPU (upregulated in the aged brain, Supplementary Table S2), which is related to neuronal development (106). Additionally, we considered the RNA kinase CLP1, as this protein has a role in the 3′-end formation (107) and used a published dataset for retrieving mRNAs that change when CLP1 is knocked down ((85). Supplementary Figure S11f). This analysis indicates that overall genes regulated by CLP1 (independently of whether they are down or up-regulated) tend to be more expressed in the aged brain and suggests that CLP1 might have a role in the regulation of the aged brain transcriptome.

We also performed a specific RNA-binding motif analysis for the 3′UTR region of mRNAs, as this region generally plays a predominant role in mRNA stability and regulation (Supplementary Figure S12). Our results show several significances, although overall there is no clear pattern of RBPs and SFs that could easily explain the differences in mRNA expression that we detect during aging. This is because none of the proteins analyzed shows a significant bidirectional pattern; in fact, if this were the case, we could hypothesize that a specific RBP or SF drives some of the expression differences we observe. Interestingly, we observed that overall, the mRNAs that change their level during brain aging (both increased and decreased) are enriched for RBP and SF binding motifs (46 among the 50 significant for downregulated transcripts and 23 out of 33 significant for the upregulated transcripts). This finding suggests that the 3′UTR region of mRNAs might be particularly sensitive to alterations in RBP and SF networks, although further experiments are needed to verify this experimentally.

### Post-transcriptional mRNA regulation in the aging brain

To follow up on the suggestion that some mRNAs may be less subject to degradation in the aged brain, we examined changes in the ratio of post-transcriptional rates, similarly to what has been done previously(87). Specifically, we used total RNA-seq data to profile premature and mature RNA expression levels, allowing us to estimate the ratio of processing to degradation rates, also known as post-transcriptional (PT) ratio, which is a measure influenced by mRNA turnover. A difference in this measure between the aged and young adult brain indicates potential modulation of RNA processing and/or stability (Figure 6A and Supplementary Table S13). Genome-wide analysis revealed a significant increase in PT ratio in the aged brain compared to the young adult brain (Figure 6B—Kolmogorov–Smirnov and paired Wilcoxon tests *P*-values = 0), suggesting a higher processing rate and/or increased RNA stability in the aged brain.

**Figure 6.**
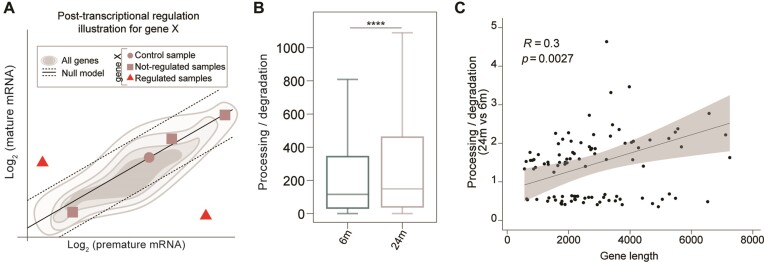
Post-transcriptional mRNA regulations in the aging brain. (**A**) Cartoon illustrating the rationale behind the identification of the samples characterized by a post-transcriptional regulation of a hypothetical gene ‘X’. A linear model is fitted in the log_2_ (premature) – log_2_ (mature) space to recapitulate gene expression levels (gray shadows). The linear model is then translated to interpolate the control sample (dot). This leads to a gene-specific null model (black solid line). The samples not compatible with the null model (red triangles) would be evidence of a post-transcriptional regulation of a hypothetical gene ‘X’ while the other samples do not (squares). (**B**) Post-transcriptional ratio distributions in 6m and 24m mice (18638 expressed genes - Kolmogorov-Smirnov and paired Wilcoxon tests *P*-values **** ≤ 0.0001). (**C**) Pearson's coefficients summarizing the correlations of gene length to the estimated mRNA lifetime changes in the aged brain. Points represent the posttranscriptional ratio and gene length (Pearson's *P*-values).

To gain a detailed understanding of the genes that contribute to the differential phenotype observed in the aged brain, we performed gene-level analysis using the R package INSPEcT (86,87). This analysis led to the identification of 125 genes that were post-transcriptionally regulated between the two conditions, a number significantly higher than expected from random models (Supplementary Figure S13b). Strikingly, this set of genes was enriched in transcriptional units involved in RNA metabolism and immune cell defense (Supplementary Figure S13c), indicating the potential involvement of mRNA turnover in shaping specific biological processes that are hallmarks of brain aging. Finally, we further explored the relationship between PT and gene length and observed a positive correlation (Figure 6C) and found that these transcripts are significantly longer in the aged brain (Supplementary Figure S13a, left panel).

## Discussion

The aging brain undergoes a multitude of molecular changes that influence its function and susceptibility to age-related neurodegenerative disorders. In this study, we have undertaken a comprehensive characterization of the transcriptome in the whole aging brain combining two sequencing technologies, analyzing a second animal cohort for replication purposes, and applying several detailed bioinformatic analyses that were customized based on our observations. We focused on mRNA level changes, isoform usage, and modulation of post-transcriptional RNA dynamics to shed light on the complex molecular processes underlying brain aging.

Mouse lines can provide genetically homogeneous and disease-free cohorts of animals and are often used for aging studies (108). Several works concerning brain aging changes at the transcriptome level have been published (6,8,9,11–14,16,17,19,79,109) and different results have been found, possibly due to differences in the health state or age of the animals considered (refer to Supplementary Table S3). In both mice and humans, the period of adolescence is characterized by several changes in brain connectivity and synaptic refinement. In humans, this culminates in comprehensive cerebral maturation towards the end of the second decade of life (106), whereas in mice, brain maturation lasts until 6 months of age (110,111). For this reason, in this work, we selected 6-month-old mice as a control group for comparisons with aged mice.

A clear finding of our work is that aged brains show the downregulation of transcripts related to ribosomal and mitochondrial function, accompanied by an upregulation of several mRNAs encoding neuronal transcripts (Figure 2). We also observed a mild astrocytosis, highlighted by the increase of astrocyte-specific genes such as GFAP, similar to previous findings (13,88). We did not observe overt inflammation in our samples, which is somewhat in contrast to previous reports indicating strong immune activity in the aged brain (1,2,112). This difference could be due to the age of the ‘young’ control cohort of mice used for comparison and possibly also to the health status of the aged colony in other works. At the same time, careful reanalysis of single-cell datasets and combination with our results does show an increase in the expression of microglial genes in the aged brain (Supplementary Figure S3c). This apparent discrepancy points to a possible problem in the curation of the current GO terms, which will need to be updated in the light of the latest single-cell results. A deeper analysis also suggests caution in the interpretation of these results, as these cells could either increase in number or change their phenotype, since we found evidence of genes related to microglial activation, in agreement with previous results (21,113).

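In the long reads, 1359 of the tested genes were changed between 24m and 6m, of which 968 were higher and 391 were lower in the aged brain. The share of higher genes was 71.2% (95% Clopper-Pearson interval 68.7% to 73.6%, as a description, since genes are not independent). Without the fold change minimum, 2038 genes had an adjusted p of at most 0.05, of which 1155 (56.7%) were higher and 883 lower. The significant genes under the minimum were thus mostly lower. Over all tested genes, 49.7% had a positive log2FC and the median log2FC was -0.003, a balance that the TMM scaling itself sets. For 1019 of the changed genes every aged library lay above or below every young adult library, and over all tested genes this held for 21.1%, against 2.86% by chance. For 41 changed genes (40 higher, 1 lower) every library of one age held 3 counts or fewer, so their fitted fold changes are uncertain, and 118 changed genes share exon bases with another gene on the same strand, so reads on those bases cannot be assigned to 1 gene alone.

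Among the settings that kept both thresholds, library sizes alone moved this share most. With them, 1218 of 1441 changed genes (84.5%) were higher and the median of all genes rose to 0.10, so this share includes a shift of all genes. With quantile normalization, 59.2% of 1185 changed genes were higher with limma-voom and 66.8% of 819 with DESeq2. With DESeq2 on the raw counts, 75.4% of 834 changed genes were higher, and 832 of these genes were also changed with edgeR.

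**Figure D2:**
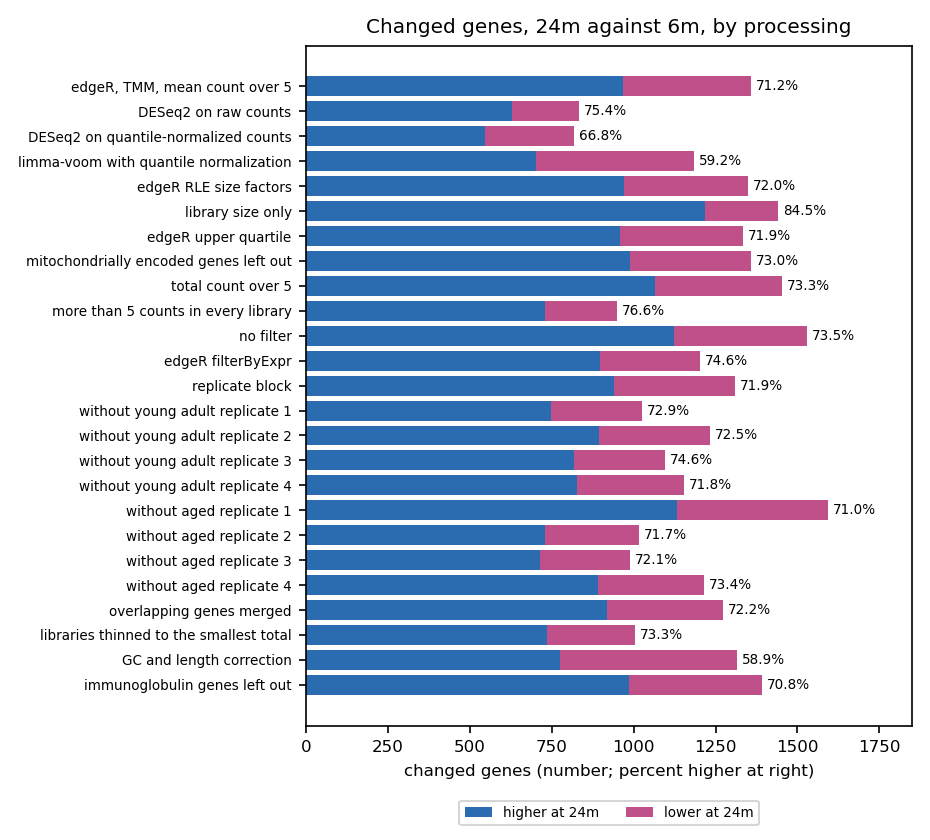
Number of changed genes (x axis) that were higher or lower at 24m under 25 settings of the analysis (y axis), as stacked bars that start at 0, with the percent of changed genes that were higher printed at the right. The share lies between 58.9% and 84.5% and is above 50 percent in every setting drawn. In the setting labelled as merged, only the gene with the highest mean count was kept from each group of overlapping genes.

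Among the changed genes with the largest differences and no overlap in CPM between the ages, Gfap (ENSMUSG00000020932, GRCm39 chromosome 11, 102778159 to 102791738, minus strand), the astrocyte marker, rose from 61.5 ± 14.8 to 236.9 ± 47.6 CPM (SD, n = 4 each), a log2FC of 1.94 (SE 0.167, adjusted p = 5.03e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ywhag (ENSMUSG00000051391, chromosome 5, 135935938 to 135965086, minus strand), which encodes a 14-3-3 protein, rose from 71.8 ± 14.8 to 249.2 ± 65.6 CPM (SD, n = 4 each; log2FC 1.80, adjusted p = 1.49e-07 from the same edgeR test). Diras2 had a log2FC of 2.96 (SE 0.326), from 5.06 to 38.2 CPM, and Tbc1d30 was at least 2.47-fold higher. Smim39 had a log2FC of 2.77 (SE 0.332) but is uncertain, because it lies within Arhgef4, which itself had a log2FC of 0.70. In the other direction, Map1b (ENSMUSG00000052727, chromosome 13, 99557954 to 99653137, minus strand), a microtubule-associated protein, fell from 43.0 ± 7.06 to 6.2 ± 2.62 CPM (SD, n = 4 each; log2FC -2.90, SE 0.294, adjusted p = 3.68e-07 from the same edgeR test). Ankrd12 (log2FC -2.44, SE 0.42), Gsk3b (log2FC -2.31, SE 0.411) and Psd3 (log2FC -2.27, SE 0.435) were also lower, and Rgs17 held between 0 and 3 counts in the aged libraries and between 3 and 16 in the young adult libraries. Gapdh (log2FC -1.45, SE 0.127) and Gm8797 (log2FC -1.37, SE 0.13) were lower with small errors but are uncertain, since 75 other genes hold a stretch nearly identical to Gapdh, and Gm8797 matches Ubb-ps.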

Another interesting finding is that we consistently observed a higher proportion of significantly overexpressed rather than downregulated transcripts in the aged brain (56% in short read and 75% in long read). Although we can only speculate about this finding, it may suggest that either increased mRNA production, decreased degradation, or both processes are occurring in the aged brain. If recent findings obtained in the liver could also be extended to the brain (114), the increased percentages of elongating RNA polymerases would suggest that the mRNA degradation is the most affected part of this dynamic equilibrium. Importantly, among the transcripts that more pronouncedly show this effect there are those encoding for proteins with essential neuronal and synaptic functions (Figure 2B), as also observed in the upregulated modules related to neuronal and synaptic biology (M2, M3, M4 and M9; Figure 3B). When re-analyzing region specific datasets, we also observed an association between the genes of the M3 module and cortical layer V and between the corpus callosum and M4 and M9 (Supplementary Figure S4b, d). This indicates that some of the changes that we observe in our bulk dataset are likely to be more pronounced in specific brain regions.

Regarding the open debate about the possibility that physiological aging might reduce the number of neurons (115–119), our results, while far from definitive, seem to against a net loss, at least in mice. This was also cross-checked with two recent single-cell datasets (37,39), where the only significantly changed cell populations were microglia and endothelial cells (Supplementary Figure S3c, e). We believe that the number of endothelial cells is likely to be increased in the aged brain as both our data (Supplementary Figure S3e) and the work of Allen and coworkers (37) points to this, but also here caution is needed as previous works indicate that endothelial cells in the brain might decline with age (120–122). The study of brain endothelial cells is particularly relevant because recent parabiosis experiments, in which aged mice are exposed to the rejuvenating circulation of younger animals, show specific reprogramming of this subpopulation of cells (123). It is clear that that these cells might be a promising target for the treatment of age-related diseases and should be studied more in detail. More in general, re-analysis of single-cell datasets shows that changes in cell populations during brain aging are either minute or very difficult to be detected even with the latest single-cell approaches (Supplementary Figure S3a, b; (37,39)), and specific enrichment approaches or more detailed experimental strategies will be required to obtain a definitive picture.

We see increased expression of mRNA for synaptic components, suggesting that there is no bulk neuronal loss and possibly even some positive compensation. Moreover, re-analysis of an independent single-cell database (6) indicates that the cell type expressing these mRNAs is indeed neuronal (Supplementary Figure S2), ruling out the possibility that glial cells undergo partial trans-differentiation and begin to express neuronal transcripts not specifically in the aged brain.

Mitochondrial dysfunction is believed to be critical in the onset and progression of neurodegenerative disorders (124,125). We also observed this phenomenon in our dataset (M8, Figure 3I). Additionally, we found that the modules (M1-M3) upregulated in the aged brain are associated with brain pathologies (Figure 3I) and are conserved in a human dataset (Supplementary Figure S1g).

While analyzing our data, we realized that one module (M8) directly points to changes in mRNA splicing and decided to look at splicing in detail. The role of splicing in brain aging has been addressed in part by previous work (28,103), but none of these efforts have attempted to understand whether there are general shifts in splicing behavior in this context. Our work, which serves as a large database of precise splicing changes for mRNAs encoding important processes such as synapse formation, maintenance, and modulation of brain activity (Supplementary Table S6), also allowed us to test for these global changes. The isoform analysis allowed us to confirm that even for the same gene, longer isoforms tend to have higher levels in the aged brain (Figure 4C; Supplementary Figure S13a, left panel) and that this is true when separately considering most regions of the mRNA, including the CDS and the 5′UTR, while the 3′UTR showed an opposite trend. This finding supports our gene-level results suggests that there may be something specific about the brain for the accumulation of longer mRNAs, while other tissues show an opposite trend (96). This point is controversial in the literature as there are indications that support both positive and negative correlation between gene length and increased expression during brain aging (103,114,126). These might be due to differences in the age of the control mice that were used for comparisons (126). At the same time, even a more careful module-wise analysis of our data shows differences in the correlation between isoform length and expression. For example, we observe a significant positive correlation for the neuronal module M2 and the mitochondrial/ribosomal module M8, while the vesicular module M4 and the immune response module M5 show an opposite trend. These contrasting results point to an unknown molecular or evolutionary mechanism that influences the relationship between mRNA length and expression change during aging, precluding a simple interpretation of these correlations.

Other aspects related to RNA composition, including GC%, seem to play a role, indicating either the existence of specific binders, or biophysical stabilization processes that might explain these effects. We attempted to rely on available in silico data for RBPs that could explain some of the splicing changes that we observed and found some potentially interesting regulators. As an example, HNRNPU, KHDRBS2, RBM25, RBM4, DAZP1 and UNK have binding motifs that are overrepresented in the isoforms more expressed in the aged brain (Supplementary Figure S11d, e). The paradoxical result of the 3′UTR may be related to an additional regulatory layer that may play a role here, as miRNAs usually interact with the 3′UTR of target mRNAs. We also observe that both RBPs and SFs overall have a higher binding frequency in mRNA isoforms that are differentially expressed in the aged brain (Supplementary Figure S12). These results remain puzzling and future studies that unbiasedly and comprehensively test the preferential degradation of RNA based on their 3′UTRs. Moreover, a comprehensive analysis of the RBPs and SFs that bind these regions, will be necessary to mechanistically elucidate how aging reshapes the brain transcriptome.

Our additional analyses aimed at dissecting the influence of different alternative splicing events indicate the presence of age-specific isoform switches. Notably, we observed in both our datasets a higher fraction of genes with alternative 3′ acceptor sites (A3) in the aged brain, whereas the young adult brain displayed a higher fraction of genes with alternative transcription start sites (ATTS), suggesting that A3-type splicing events might protect isoforms from degradation while ATSS-type splicing events might have the opposite effect. Overall, in the aged brain the overexpressed isoforms belonging to the same gene also tend to be less sensitive to NMD (Figure 5D), possibly indicating a positive selection of NMD-resistant transcripts in the aged brain.

Analysis of mRNA PT ratio provided further insight into the transcriptomic changes that occur in the aging brain, revealing a scenario compatible with a significant increase in mRNA lifetime in aged mice (Figure 6B). These findings are consistent with recent estimates of elongation speed obtained in a recent work from Debès and collaborators (28). Their work showed a reduction in the fraction of unspliced reads with aging, which the authors interpret as increased splicing efficiency associated with faster PolII elongation. While plausible, the authors themselves acknowledged that they ‘cannot exclude the possibility that this increase resulted from changes in RNA half-lives’. Consistently, our study observed a similar reduction in the fraction of unspliced reads with age, yet we propose that this decrease results from the combined modulation of RNAs processing and stability. Our study expands on the insights provided by Debès and coworkers. regarding splicing modulation and introduces novel relevant evidence supporting the involvement of RNA decay in aging-related gene expression modulations, suggesting that mRNA turnover plays a role in defining transcriptional programs associated with brain aging. Given the alterations in alternative splicing that we have observed here and that seem to correlate with slower mRNA turnover in the aged brain, we believe that decreasing elongation speed may not have therapeutic potential in this context, but further experiments will be needed to test this aspect. As both mRNA (here) and protein lifetimes (31,127) have been found to be affected in the aged mouse brain, these findings highlight the importance of measures that not only reflect abundances but also the dynamic replacement of biomolecules in the aged brain to understand differences that might otherwise remain unexplored.

Among the limitations of our study, there is the fact that we concentrated our analysis on male individuals, limiting the impact of our work for sex-related differences. Historically it was believed that results in female mice, could be less reproducible, but this is probably not the case (128), and future studies will be required to bridge the gender gap in aging research. Our additional analysis in this direction tried to account for possible sex-chromosome related effects. In our male cohorts we did not observe a significant difference in the expression of X-chromosome or Y-chromosome specific genes. Of course, this does not rule out the possibility that there may be sex-specific differences in gene expression in the aged brain of male and female rodents, as previously shown (7), although additional experiments will be needed to address DTU and a possible role of RBPs in determining these differences. One other limitation of our work is that we lack a direct comparison with single-cell and spatial transcriptomics data within the same animal cohort, although we did a sizeable effort to re-use and integrate in our analyses a large wealth of recently generated datasets (6,37,39). Admittedly the single-cell data comparisons that we show lend support to our interpretations, but they do not completely rule out potential alterations in cell population composition. Finally, although our results indicate a clear implication of RBPs and SFs in the remodeling of the aged transcriptome, our binding motif analysis was performed *in silico* and future more extensive experimental efforts will be needed to directly test the role of these proteins in brain aging.

In conclusion, our work presents a systematic analysis of the aging mouse transcriptome at the level of the whole brain, revealing significant alterations in gene expression, isoform usage and mRNA turnover. By thorough analyses, we have identified age-specific changes in neuronal gene regulation, alternative splicing, and mRNA stability which opens up new avenues for future research into the molecular basis of brain aging and age-associated neurodegenerative diseases. These findings have important implications for the study of age-related neurodegenerative disorders, as they may uncover potential therapeutic targets and strategies for delaying or preventing age-associated cognitive decline, restoring the alteration of deregulated pathways.

## Supplementary Material

gkae172_Supplemental_Files

## Data Availability

The datasets generated and analyzed during in current study are available on GEO under the accession number: GSE233837 Note that the ‘super series’ GSE233837 contains three subseries: GSE233835: Short-read 150bp paired-end (main dataset for our analyses) GSE233836: Long-read Oxford Nanopore Technology (ONT) dataset GSE249499: Short-read 50bp single-end (second independent biological cohort used for cross-validations) The scripts utilized in the current study are also publicly available in Figshare at https://doi.org/10.6084/m9.figshare.25288339.v1.

## References

[1] López-Otín C. , BlascoM.A., PartridgeL., SerranoM., KroemerG. Hallmarks of aging: an expanding universe. Cell. 2023; 186:243–278.36599349 10.1016/j.cell.2022.11.001

[2] Mattson M.P. , ArumugamT.V. Hallmarks of brain aging: adaptive and pathological modification by metabolic states. Cell Metab.2018; 27:1176–1199.29874566 10.1016/j.cmet.2018.05.011PMC6039826

[3] Peters A. The effects of normal aging on myelin and nerve fibers: a review. J. Neurocytol. 2002; 31:581–593.14501200 10.1023/a:1025731309829

[4] Ham S. , LeeS.J.V. Advances in transcriptome analysis of human brain aging. Exp. Mol. Med.2020; 52:1787–1797.33244150 10.1038/s12276-020-00522-6PMC8080664

[5] Wyss-Coray T. Ageing, neurodegeneration and brain rejuvenation. Nature. 2016; 539:180.27830812 10.1038/nature20411PMC5172605

[6] Almanzar N. , AntonyJ., BaghelA.S., BakermanI., BansalI., BarresB.A., BeachyP.A., BerdnikD., BilenB., BrownfieldD.et al. A single-cell transcriptomic atlas characterizes ageing tissues in the mouse. Nature. 2020; 583:590–595.32669714 10.1038/s41586-020-2496-1PMC8240505

[7] Trabzuni D. , RamasamyA., ImranS., WalkerR., SmithC., WealeM.E., HardyJ., RytenM. Widespread sex differences in gene expression and splicing in the adult human brain. Nat. Commun.2013; 4:2771.24264146 10.1038/ncomms3771PMC3868224

[8] Ori A. , ToyamaB.H., HarrisM.S., BockT., IskarM., BorkP., IngoliaN.T., HetzerM.W., BeckM. Integrated transcriptome and proteome analyses reveal organ-specific proteome deterioration in old rats. Cell Syst.2015; 1:224–237.27135913 10.1016/j.cels.2015.08.012PMC4802414

[9] Izgi H. , HanD., IsildakU., HuangS., KocabiyikE., KhaitovichP., SomelM., DönertaşH.M. Inter-tissue convergence of gene expression during ageing suggests age-related loss of tissue and cellular identity. eLife. 2022; 11:e68048.35098922 10.7554/eLife.68048PMC8880995

[10] Soreq L. UK Brain Expression Consortium, North American Brain Expression Consortium UK Brain Expression Consortium, North American Brain Expression Consortium Rose J. , SoreqE., HardyJ., TrabzuniD., CooksonM.R., SmithC., RytenM.et al. Major shifts in glial regional identity are a transcriptional hallmark of Human brain aging. Cell Rep.2017; 18:557–570.28076797 10.1016/j.celrep.2016.12.011PMC5263238

[11] Cheng H. , XuanH., GreenC.D., HanY., SunN., ShenH., McDermottJ., BennettD.A., LanF., HanJ.D.J. Repression of human and mouse brain inflammaging transcriptome by broad gene-body histone hyperacetylation. Proc. Natl. Acad. Sci. U.S.A.2018; 115:7611–7616.29967166 10.1073/pnas.1800656115PMC6055154

[12] Lu T. , AronL., ZulloJ., PanY., KimH., ChenY., YangT.H., KimH.M., DrakeD., LiuX.S.et al. REST and stress resistance in ageing and Alzheimer's disease. Nature. 2014; 507:448–454.24670762 10.1038/nature13163PMC4110979

[13] Boisvert M.M. , EriksonG.A., ShokhirevM.N., AllenN.J. The aging astrocyte transcriptome from multiple regions of the mouse brain. Cell Rep.2018; 22:269–285.29298427 10.1016/j.celrep.2017.12.039PMC5783200

[14] Shukla R. , PrevotT.D., FrenchL., IsserlinR., RoccoB.R., BanasrM., BaderG.D., SibilleE. The relative contributions of cell-dependent cortical microcircuit aging to cognition and anxiety. Biol. Psychiatry. 2019; 85:257–267.30446205 10.1016/j.biopsych.2018.09.019

[15] Srivastava A. , BarthE., ErmolaevaM.A., GuentherM., FrahmC., MarzM., WitteO.W. Tissue-specific gene expression changes are associated with aging in mice. Genomics Proteomics Bioinformatics. 2020; 18:430–442.33309863 10.1016/j.gpb.2020.12.001PMC8242333

[16] Sanchez D. , Bajo-GrañerasR., Del Caño-EspinelM., Garcia-CentenoR., Garcia-MateoN., Pascua-MaestroR., GanforninaM.D. Aging without apolipoprotein d: molecular and cellular modifications in the hippocampus and cortex. Exp. Gerontol.2015; 67:19–47.25868396 10.1016/j.exger.2015.04.003

[17] Stilling R.M. , BenitoE., GertigM., BarthJ., CapeceV., BurkhardtS., BonnS., FischerA. De-regulation of gene expression and alternative splicing affects distinct cellular pathways in the aging hippocampus. Front. Cell Neurosci.2014; 8:373.25431548 10.3389/fncel.2014.00373PMC4230043

[18] Hu Y. , PanJ., XinY., MiX., WangJ., GaoQ., LuoH. Gene expression analysis reveals novel gene signatures between young and old adults in human prefrontal cortex. Front. Aging Neurosci.2018; 10:259.30210331 10.3389/fnagi.2018.00259PMC6119720

[19] Berchtold N.C. , CribbsD.H., ColemanP.D., RogersJ., HeadE., KimR., BeachT., MillerC., TroncosoJ., TrojanowskiJ.Q.et al. Gene expression changes in the course of normal brain aging are sexually dimorphic. Proc. Natl. Acad. Sci. U.S.A.2008; 105:15605–15610.18832152 10.1073/pnas.0806883105PMC2563070

[20] Bae S.H. , KimH.W., ShinS.J., KimJ., JeongY.H., MoonJ. Decipher reliable biomarkers of brain aging by integrating literature-based evidence with interactome data. Exp. Mol. Med.2018; 50:1–15.10.1038/s12276-018-0057-6PMC593805929651153

[21] Pan J. , MaN., YuB., ZhangW., WanJ. Transcriptomic profiling of microglia and astrocytes throughout aging. J. Neuroinflamm.2020; 17:97.10.1186/s12974-020-01774-9PMC711509532238175

[22] Lee C.K. , WeindruchR., ProllaT.A. Gene-expression profile of the ageing brain in mice. Nat. Genet.2000; 25:294–297.10888876 10.1038/77046

[23] Wehrspaun C.C. , HaertyW., PontingC.P. Microglia recapitulate a hematopoietic master regulator network in the aging human frontal cortex. Neurobiol. Aging. 2015; 36:2443.e9–2443.e20.10.1016/j.neurobiolaging.2015.04.008PMC450380326002684

[24] Pozniak C.D. , Barnabé-HeiderF., RymarV.V., LeeA.F., SadikotA.F., MillerF.D. p73 is required for survival and maintenance of CNS neurons. J. Neurosci.2002; 22:9800–9809.12427836 10.1523/JNEUROSCI.22-22-09800.2002PMC6757829

[25] Mangalmurti A. , LukensJ.R. How neurons die in Alzheimer's disease: implications for neuroinflammation. Curr. Opin. Neurobiol.2022; 75:102575.35691251 10.1016/j.conb.2022.102575PMC9380082

[26] Cheung P. , VallaniaF., WarsinskeH.C., DonatoM., SchaffertS., ChangS.E., DvorakM., DekkerC.L., DavisM.M., UtzP.J.et al. Single-cell chromatin modification profiling reveals increased epigenetic variations with aging. Cell. 2018; 173:1385–1397.29706550 10.1016/j.cell.2018.03.079PMC5984186

[27] Pollina E.A. , GilliamD.T., LandauA.T., LinC., PajarilloN., DavisC.P., HarminD.A., YapE.-L., VogelI.R., GriffithE.C.et al. A NPAS4-NuA4 complex couples synaptic activity to DNA repair. Nature. 2023; 614:732–741.36792830 10.1038/s41586-023-05711-7PMC9946837

[28] Debès C. , PapadakisA., GrönkeS., KaralayÖ., TainL.S., MiziA., NakamuraS., HahnO., WeigeltC., JosipovicN.et al. Ageing-associated changes in transcriptional elongation influence longevity. Nature. 2023; 616:814–821.37046086 10.1038/s41586-023-05922-yPMC10132977

[29] Walther D.M. , MannM. Accurate quantification of more than 4000 mouse tissue proteins reveals minimal proteome changes during aging. Mol. Cell. Proteomics. 2011; 10:M110.004523.10.1074/mcp.M110.004523PMC303368321048193

[30] Kelmer Sacramento E. , KirkpatrickJ.M., MazzettoM., BaumgartM., BartolomeA., Di SanzoS., CaterinoC., SanguaniniM., PapaevgeniouN., LefakiM.et al. Reduced proteasome activity in the aging brain results in ribosome stoichiometry loss and aggregation. Mol. Syst. Biol.2020; 16:e9596.32558274 10.15252/msb.20209596PMC7301280

[31] Kluever V. , RussoB., MandadS., KumarN.H., AlevraM., OriA., RizzoliS.O., UrlaubH., SchneiderA., FornasieroE.F. Protein lifetimes in aged brains reveal a proteostatic adaptation linking physiological aging to neurodegeneration. Sci. Adv.2022; 8:eabn4437.35594347 10.1126/sciadv.abn4437PMC9122331

[32] Aebersold R. , MannM. Mass spectrometry-based proteomics. Nature. 2003; 422:198–207.12634793 10.1038/nature01511

[33] Smith L.M. , KelleherN.L.Consortium for Top Down Proteomics Proteoform: a single term describing protein complexity. Nat. Methods. 2013; 10:186–187.23443629 10.1038/nmeth.2369PMC4114032

[34] Macek B. , WaandersL.F., OlsenJ.V., MannM. Top-down protein sequencing and MS3 on a hybrid linear quadrupole ion trap-orbitrap mass spectrometer. Mol. Cell. Proteomics. 2006; 5:949–958.16478717 10.1074/mcp.T500042-MCP200

[35] Cupp-Sutton K.A. , WuS. High-throughput quantitative top-down proteomics. Mol Omics. 2020; 16:91–99.31932818 10.1039/c9mo00154aPMC7529119

[36] Yates J.R. , KelleherN.L. Top down proteomics. Anal. Chem.2013; 85:6151.23705843 10.1021/ac401484rPMC4418644

[37] Allen W.E. , BlosserT.R., SullivanZ.A., DulacC., ZhuangX. Molecular and spatial signatures of mouse brain aging at single-cell resolution. Cell. 2023; 186:194–208.36580914 10.1016/j.cell.2022.12.010PMC10024607

[38] Armand E.J. , LiJ., XieF., LuoC., MukamelE.A. Single-cell sequencing of brain cell transcriptomes and epigenomes. Neuron. 2021; 109:11–26.33412093 10.1016/j.neuron.2020.12.010PMC7808568

[39] Buckley M.T. , SunE.D., GeorgeB.M., LiuL., SchaumN., XuL., ReyesJ.M., GoodellM.A., WeissmanI.L., Wyss-CorayT.et al. Cell-type-specific aging clocks to quantify aging and rejuvenation in neurogenic regions of the brain. Nat. Aging. 2023; 3:121–137.37118510 10.1038/s43587-022-00335-4PMC10154228

[40] Arzalluz-Luqueángeles Á. , ConesaA Single-cell RNAseq for the study of isoforms-how is that possible?. Genome Biol.2018; 19:110.30097058 10.1186/s13059-018-1496-zPMC6085759

[41] Brown K.A. , MelbyJ.A., RobertsD.S., GeY. Top-down proteomics: challenges, innovations, and applications in basic and clinical research. Expert Rev. Proteomics. 2020; 17:719–733.33232185 10.1080/14789450.2020.1855982PMC7864889

[42] Kornblihtt A.R. , SchorI.E., AllóM., DujardinG., PetrilloE., MuñozM.J. Alternative splicing: a pivotal step between eukaryotic transcription and translation. Nat. Rev. Mol. Cell Biol.2013; 14:153–165.23385723 10.1038/nrm3525

[43] Melé M. , FerreiraP.G., ReverterF., DeLucaD.S., MonlongJ., SammethM., YoungT.R., GoldmannJ.M., PervouchineD.D., SullivanT.J.et al. The human transcriptome across tissues and individuals. Science. 2015; 348:660–665.25954002 10.1126/science.aaa0355PMC4547472

[44] Su C.H. , DhananjayaD., TarnW.Y. Alternative splicing in neurogenesis and brain development. Front Mol. Biosci.2018; 5:12.29484299 10.3389/fmolb.2018.00012PMC5816070

[45] Vuong C.K. , BlackD.L., ZhengS. The neurogenetics of alternative splicing. Nat. Rev. Neurosci.2016; 17:265–281.27094079 10.1038/nrn.2016.27PMC4861142

[46] Tushev G. , GlockC., HeumüllerM., BieverA., JovanovicM., SchumanE.M. Alternative 3′ UTRs modify the localization, regulatory potential, stability, and plasticity of mRNAs in neuronal compartments. Neuron. 2018; 98:495–511.29656876 10.1016/j.neuron.2018.03.030

[47] Bae B. , MiuraP. Emerging roles for 3′ UTRs in neurons. Int. J. Mol. Sci.2020; 21:3413.32408514 10.3390/ijms21103413PMC7279237

[48] Wehrspaun C.C. , PontingC.P., MarquesA.C. Brain-expressed 3’UTR extensions strengthen miRNA cross-talk between ion channel/transporter encoding mRNAs. Front. Genet.2014; 5:41.24616735 10.3389/fgene.2014.00041PMC3935148

[49] Reyes A. , HuberW. Alternative start and termination sites of transcription drive most transcript isoform differences across human tissues. Nucleic Acids Res.2018; 46:582–592.29202200 10.1093/nar/gkx1165PMC5778607

[50] Rockenstein E.M. , McConlogueL., TanH., PowerM., MasliahE., MuckeL. Levels and alternative splicing of amyloid β protein precursor (APP) transcripts in brains of APP transgenic mice and humans with Alzheimer's disease. J. Biol. Chem.1995; 270:28257–28267.7499323 10.1074/jbc.270.47.28257

[51] Arai T. , HasegawaM., AkiyamaH., IkedaK., NonakaT., MoriH., MannD., TsuchiyaK., YoshidaM., HashizumeY.et al. TDP-43 is a component of ubiquitin-positive tau-negative inclusions in frontotemporal lobar degeneration and amyotrophic lateral sclerosis. Biochem. Biophys. Res. Commun.2006; 351:602–611.17084815 10.1016/j.bbrc.2006.10.093

[52] Dredge B.K. , PolydoridesA.D., DarnellR.B. The splice of life: alternative splicing and neurological disease. Nat. Rev. Neurosci.2001; 2:43–50.11253358 10.1038/35049061

[53] Parikshak N.N. , SwarupV., BelgardT.G., IrimiaM., RamaswamiG., GandalM.J., HartlC., LeppaV., UbietaL.D.L.T., HuangJ.et al. Genome-wide changes in lncRNA, splicing, and regional gene expression patterns in autism. Nature. 2016; 540:423–427.27919067 10.1038/nature20612PMC7102905

[54] Mazin P. , XiongJ., LiuX., YanZ., ZhangX., LiM., HeL., SomelM., YuanY., Phoebe ChenY.P.et al. Widespread splicing changes in human brain development and aging. Mol. Syst. Biol.2013; 9:633.23340839 10.1038/msb.2012.67PMC3564255

[55] Gooding C. , RobertsG.C., SmithC.W.J. Role of an inhibitory pyrimidine element and polypyrimidine tract binding protein in repression of a regulated alpha-tropomyosin exon. RNA. 1998; 4:85.9436911 PMC1369599

[56] Tollervey J.R. , WangZ., HortobágyiT., WittenJ.T., ZarnackK., KayikciM., ClarkT.A., SchweitzerA.C., RotG., CurkT.et al. Analysis of alternative splicing associated with aging and neurodegeneration in the human brain. Genome Res.2011; 21:1572–1582.21846794 10.1101/gr.122226.111PMC3202275

[57] Raj T. , LiY.I., WongG., HumphreyJ., WangM., RamdhaniS., WangY.-C., NgB., GuptaI., HaroutunianV.et al. Integrative transcriptome analyses of the aging brain implicate altered splicing in Alzheimer's disease susceptibility. Nat. Genet.2018; 50:1584–1592.30297968 10.1038/s41588-018-0238-1PMC6354244

[58] Trabzuni D. , WrayS., VandrovcovaJ., RamasamyA., WalkerR., SmithC., LukC., GibbsJ.R., DillmanA., HernandezD.G.et al. MAPT expression and splicing is differentially regulated by brain region: relation to genotype and implication for tauopathies. Hum. Mol. Genet.2012; 21:4094–4103.22723018 10.1093/hmg/dds238PMC3428157

[59] Leung S.K. , JeffriesA.R., CastanhoI., JordanB.T., MooreK., DaviesJ.P., DempsterE.L., BrayN.J., O’NeillP., TsengE.et al. Full-length transcript sequencing of human and mouse cerebral cortex identifies widespread isoform diversity and alternative splicing. Cell Rep.2021; 37:110022.34788620 10.1016/j.celrep.2021.110022PMC8609283

[60] Yu Y. , FuscoeJ.C., ZhaoC., GuoC., JiaM., QingT., BannonD.I., LancashireL., BaoW., DuT.et al. A rat RNA-seq transcriptomic BodyMap across 11 organs and 4 developmental stages. Nat. Commun.2014; 5:3230.24510058 10.1038/ncomms4230PMC3926002

[61] Marques-Coelho D. , IohanL., daC.C., Melo de FariasA.R., FlaigA., LetournelF., Martin-NégrierM.L., ChaponF., FaisantM., GodfraindC.et al. Differential transcript usage unravels gene expression alterations in Alzheimer's disease human brains. NPJ Aging Mech. Dis.2021; 7:2.33398016 10.1038/s41514-020-00052-5PMC7782705

[62] Street L. , RothamelK., BrannanK., JinW., BokorB., DongK., RhineK., MadrigalA., Al-AzzamN., KimJ.K.et al. Large-scale map of RNA binding protein interactomes across the mRNA life-cycle. 2023; bioRxiv doi:08 June 2023, preprint: not peer reviewed10.1101/2023.06.08.544225.PMC1153014139303721

[63] Lorenz D.A. , HerH.-L., ShenK.A., RothamelK., HuttK.R., NojaderaA.C., BrunsS.C., ManakovS.A., YeeB.A., ChapmanK.B.et al. Multiplexed transcriptome discovery of RNA-binding protein binding sites by antibody-barcode eCLIP. Nat. Methods. 2023; 20:65–69.36550273 10.1038/s41592-022-01708-8PMC9834051

[64] Fornasiero E.F. , MandadS., WildhagenH., AlevraM., RammnerB., KeihaniS., OpazoF., UrbanI., IschebeckT., SakibM.S.et al. Precisely measured protein lifetimes in the mouse brain reveal differences across tissues and subcellular fractions. Nat. Commun.2018; 9:4230.30315172 10.1038/s41467-018-06519-0PMC6185916

[65] Coffey C.E. , LuckeJ.F., SaxtonJ.A., RatcliffG., UnitasL.J., BilligB., BryanR.N. Sex differences in brain aging: a quantitative magnetic resonance imaging study. Arch. Neurol.1998; 55:169–179.9482358 10.1001/archneur.55.2.169

[66] Rahimi K. , VenøM.T., DupontD.M., KjemsJ. Nanopore sequencing of brain-derived full-length circRNAs reveals circRNA-specific exon usage, intron retention and microexons. Nat. Commun.2021; 12:4825.34376658 10.1038/s41467-021-24975-zPMC8355340

[67] Bentley D.R. , BalasubramanianS., SwerdlowH.P., SmithG.P., MiltonJ., BrownC.G., HallK.P., EversD.J., BarnesC.L., BignellH.R.et al. Accurate whole human genome sequencing using reversible terminator chemistry. Nature. 2008; 456:53–59.18987734 10.1038/nature07517PMC2581791

[68] Andrews S. FASTQC. A quality control tool for high throughput sequence data. 2010; http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[69] Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J.2011; 17:10–12.

[70] Kim D. , LangmeadB., SalzbergS.L. HISAT: a fast spliced aligner with low memory requirements. Nat. Methods. 2015; 12:357–360.25751142 10.1038/nmeth.3317PMC4655817

[71] Liao Y. , SmythG.K., ShiW. The subread aligner: fast, accurate and scalable read mapping by seed-and-vote. NucleicAcids Res.2013; 41:e108.10.1093/nar/gkt214PMC366480323558742

[72] Patro R. , DuggalG., LoveM.I., IrizarryR.A., KingsfordC. Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods. 2017; 14:417–419.28263959 10.1038/nmeth.4197PMC5600148

[73] De Coster W. , D’HertS., SchultzD.T., CrutsM., Van BroeckhovenC NanoPack: visualizing and processing long-read sequencing data. Bioinformatics. 2018; 34:2666–2669.29547981 10.1093/bioinformatics/bty149PMC6061794

[74] Li H. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 2018; 34:3094–3100.29750242 10.1093/bioinformatics/bty191PMC6137996

[75] Love M.I. , HuberW., AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.2014; 15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[76] Wu T. , HuE., XuS., ChenM., GuoP., DaiZ., FengT., ZhouL., TangW., ZhanL.et al. clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. The Innovation. 2021; 2:100141.34557778 10.1016/j.xinn.2021.100141PMC8454663

[77] Langfelder P. , HorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinf.2008; 9:559.10.1186/1471-2105-9-559PMC263148819114008

[78] Shen L. of Icahn School of Medicine at Mount Sinai GeneOverlap: test and visualize gene overlaps. 2020;

[79] Hernandez D.G. , NallsM.A., MooreM., ChongS., DillmanA., TrabzuniD., GibbsJ.R., RytenM., ArepalliS., WealeM.E.et al. Integration of GWAS SNPs and tissue specific expression profiling reveal discrete eQTLs for human traits in blood and brain. Neurobiol. Dis.2012; 47:20–28.22433082 10.1016/j.nbd.2012.03.020PMC3358430

[80] Vitting-Seerup K. , SandelinA., BergerB. IsoformSwitchAnalyzeR: analysis of changes in genome-wide patterns of alternaive splicing and its functional consequences. Bioinformatics. 2019; 35:4469–4471.30989184 10.1093/bioinformatics/btz247

[81] Paz I. , KostiI., AresM., ClineM., Mandel-GutfreundY. RBPmap: a web server for mapping binding sites of RNA-binding proteins. Nucleic Acids. Res.2014; 42:W361–W367.24829458 10.1093/nar/gku406PMC4086114

[82] Koopmans F. , van NieropP., Andres-AlonsoM., ByrnesA., CijsouwT., CobaM.P., CornelisseL.N., FarrellR.J., GoldschmidtH.L., HowriganD.P.et al. SynGO: an evidence-based, expert-curated knowledge base for the synapse. Neuron. 2019; 103:217–234.31171447 10.1016/j.neuron.2019.05.002PMC6764089

[83] Ren Y. , WangX., ZhangS., HuH., QuicksallZ., LeeS., MorgantiJ.M., JohnsonL.A., AsmannY.W., ZhaoN. Deconvolution reveals cell-type-specific transcriptomic changes in the aging mouse brain. Sci. Rep.2023; 13:16855.37803069 10.1038/s41598-023-44183-7PMC10558435

[84] Thul P.J. , LindskogC. The human protein atlas: a spatial map of the human proteome. Protein Sci.2018; 27:233–244.28940711 10.1002/pro.3307PMC5734309

[85] LaForce G.R. , FarrJ.S., LiuJ., AkessonC., GumusE., PinkardO., MirandaH.C., JohnsonK., SweetT.J., JiP.et al. Suppression of premature transcription termination leads to reduced mRNA isoform diversity and neurodegeneration. Neuron. 2022; 110:1340–1357.35139363 10.1016/j.neuron.2022.01.018PMC9035109

[86] Furlan M. , GaleotaE., GaudioN.D., DassiE., CaselleM., de PretisS., PelizzolaM Genome-wide dynamics of RNA synthesis, processing, and degradation without RNA metabolic labeling. Genome Res.2020; 30:1492–1507.32978246 10.1101/gr.260984.120PMC7605262

[87] de Pretis S. , KressT., MorelliM.J., MelloniG.E.M., RivaL., AmatiB., PelizzolaM. INSPEcT: a computational tool to infer mRNA synthesis, processing and degradation dynamics from RNA- and 4sU-seq time course experiments. Bioinformatics. 2015; 31:2829–2835.25957348 10.1093/bioinformatics/btv288

[88] Nichols N.R. , DayJ.R., LapingN.J., JohnsonS.A., FinchC.E. GFAP mRNA increases with age in rat and human brain. Neurobiol. Aging. 1993; 14:421–429.8247224 10.1016/0197-4580(93)90100-p

[89] Porchet R. , ProbstA., BourasC., DráberováE., DráberP., RiedererB.M. Analysis of glial acidic fibrillary protein in the human entorhinal cortex during aging and in Alzheimer's disease. Proteomics. 2003; 3:1476–1485.12923773 10.1002/pmic.200300456

[90] Wruck W. , AdjayeJ. Meta-analysis of human prefrontal cortex reveals activation of GFAP and decline of synaptic transmission in the aging brain. Acta Neuropathol. Commun.2020; 8:26.32138778 10.1186/s40478-020-00907-8PMC7059712

[91] Palmer A.L. , OusmanS.S. Astrocytes and aging. Front. Aging Neurosci.2018; 10:419245.10.3389/fnagi.2018.00337PMC621251530416441

[92] Smirnov D. , EremenkoE., SteinD., KaluskiS., JasinskaW., CosentinoC., Martinez-PastorB., BrotmanY., MostoslavskyR., KhrameevaE.et al. SIRT6 is a key regulator of mitochondrial function in the brain. Cell Death. Dis.2023; 14:35.36653345 10.1038/s41419-022-05542-wPMC9849342

[93] Manczak M. , JungY., ParkB.S., PartoviD., ReddyP.H. Time-course of mitochondrial gene expressions in mice brains: implications for mitochondrial dysfunction, oxidative damage, and cytochrome c in aging. J. Neurochem.2005; 92:494–504.15659220 10.1111/j.1471-4159.2004.02884.x

[94] Kastin A.J. , AkerstromV. Entry of CART into brain is rapid but not inhibited by excess CART or leptin. Am. J. Physiol.1999; 277:E901–E904.10567018 10.1152/ajpendo.1999.277.5.E901

[95] Puelles E. , RubensteinJ.L., PuellesL. Chicken Nkx6.1 expression at advanced stages of development identifies distinct brain nuclei derived from the basal plate. Mech. Dev.2001; 102:279–282.11287211 10.1016/s0925-4773(01)00313-6

[96] Matsuura T. , SutcliffeJ.S., FangP., GaljaardR.J., JiangY.H., BentonC.S., RommensJ.M., BeaudetA.L. De novo truncating mutations in E6-AP ubiquitin-protein ligase gene (UBE3A) in Angelman syndrome. Nat. Genet.1997; 15:74–77.8988172 10.1038/ng0197-74

[97] Kishino T. , LalandeM., WagstaffJ. UBE3A/E6-AP mutations cause Angelman syndrome. Nat. Genet.1997; 15:70–73.8988171 10.1038/ng0197-70

[98] Chidananda A.H. , SharmaA.K., KhandelwalR., SharmaY. Secretagogin binding prevents α-synuclein fibrillation. Biochemistry. 2019; 58:4585–4589.31617346 10.1021/acs.biochem.9b00656

[99] Flurkey K. , CurrerJ.M., HarrisonD.E. Mouse models in aging research. Mouse Biomed. Res.2007; 3:637–672.

[100] Cui J. , ShenN., LuZ., XuG., WangY., JinB. Analysis and comprehensive comparison of PacBio and nanopore-based RNA sequencing of the Arabidopsis transcriptome. Plant Methods. 2020; 16:85.32536962 10.1186/s13007-020-00629-xPMC7291481

[101] Engelhard C.A. , KhaniS., DerdakS., BilbanM., KornfeldJ.-W. Nanopore sequencing unveils the complexity of the cold-activated murine brown adipose tissue transcriptome. iScience. 2023; 26:107190.37564700 10.1016/j.isci.2023.107190PMC10410515

[102] Südhof T.C. Towards an understanding of synapse formation. Neuron. 2018; 100:276–293.30359597 10.1016/j.neuron.2018.09.040PMC6226307

[103] Stoeger T. , GrantR.A., McQuattie-PimentelA.C., AnekallaK.R., LiuS.S., Tejedor-NavarroH., SingerB.D., Abdala-ValenciaH., SchwakeM., TetreaultM.-P.et al. Aging is associated with a systemic length-associated transcriptome imbalance. Nature Aging. 2022; 2:1191–1206.37118543 10.1038/s43587-022-00317-6PMC10154227

[104] Kudla G. , LipinskiL., CaffinF., HelwakA., ZyliczM. High guanine and cytosine content increases mRNA levels in mammalian cells. PLoS Biol.2006; 4:e180.16700628 10.1371/journal.pbio.0040180PMC1463026

[105] Hia F. , YangS.F., ShichinoY., YoshinagaM., MurakawaY., VandenbonA., FukaoA., FujiwaraT., LandthalerM., NatsumeT.et al. Codon bias confers stability to human mRNAs. EMBO Rep.2019; 20:e48220.31482640 10.15252/embr.201948220PMC6831995

[106] Sapir T. , KshirsagarA., GorelikA., OlenderT., PoratZ., SchefferI.E., GoldsteinD.B., DevinskyO., ReinerO. Heterogeneous nuclear ribonucleoprotein U (HNRNPU) safeguards the developing mouse cortex. Nat. Commun.2022; 13:4209.35864088 10.1038/s41467-022-31752-zPMC9304408

[107] Fujinami H. , ShiraishiH., HadaK., InoueM., MorisakiI., HigaR., ShinT., KobayashiT., HanadaR., PenningerJ.M.et al. CLP1 acts as the main RNA kinase in mice. Biochem. Biophys. Res. Commun.2020; 10.1016/j.bbrc.2020.02.066.32081435

[108] Kluever V. , FornasieroE.F. Principles of brain aging: status and challenges of modeling human molecular changes in mice. Ageing Res. Rev.2021; 72:101465.34555542 10.1016/j.arr.2021.101465

[109] Irizar P.A. , SchäubleS., EsserD., GrothM., FrahmC., PriebeS., BaumgartM., HartmannN., MarthandanS., MenzelU.et al. Transcriptomic alterations during ageing reflect the shift from cancer to degenerative diseases in the elderly. Nat. Commun.2018; 9:327.29382830 10.1038/s41467-017-02395-2PMC5790807

[110] Hammelrath L. , ŠkokićS., KhmelinskiiA., HessA., van der KnaapN., StaringM., LelieveldtB.P.F., WiedermannD., HoehnM. Morphological maturation of the mouse brain: an in vivo MRI and histology investigation. Neuroimage. 2016; 125:144–152.26458518 10.1016/j.neuroimage.2015.10.009

[111] Fard M.K. , Van der MeerF., SánchezP., Cantuti-CastelvetriL., MandadS., JäkelS., FornasieroE.F., SchmittS., EhrlichM., StarostL.et al. BCAS1 expression defines a population of early myelinating oligodendrocytes in multiple sclerosis lesions. Sci. Transl. Med.2017; 9:eaam7816.29212715 10.1126/scitranslmed.aam7816PMC7116798

[112] Lucin K.M. , Wyss-CorayT. Immune activation in brain aging and neurodegeneration: too much or too little?. Neuron. 2009; 64:110.19840553 10.1016/j.neuron.2009.08.039PMC2834890

[113] Antignano I. , LiuY., OffermannN., CapassoM. Aging microglia. Cell. Mol. Life Sci.2023; 80:126.37081238 10.1007/s00018-023-04775-yPMC10119228

[114] Gyenis A. , ChangJ., DemmersJ.J.P.G., BruensS.T., BarnhoornS., BrandtR.M.C., BaarM.P., RasetaM., DerksK.W.J., HoeijmakersJ.H.J.et al. Genome-wide RNA polymerase stalling shapes the transcriptome during aging. Nat. Genet.2023; 55:268–279.36658433 10.1038/s41588-022-01279-6PMC9925383

[115] von Bartheld C.S. Myths and truths about the cellular composition of the human brain: a review of influential concepts. J. Chem. Neuroanat.2018; 93:2–15.28873338 10.1016/j.jchemneu.2017.08.004PMC5834348

[116] Peters A. , MorrisonJ.H., RoseneD.L., HymanB.T. Feature article: are neurons lost from the primate cerebral cortex during normal aging?. Cereb. Cortex. 1998; 8:295–300.9651126 10.1093/cercor/8.4.295

[117] West M.J. Regionally specific loss of neurons in the aging human hippocampus. Neurobiol. Aging. 1993; 14:287–293.8367010 10.1016/0197-4580(93)90113-p

[118] Edler M.K. , MungerE.L., MeindlR.S., HopkinsW.D., ElyJ.J., ErwinJ.M., MufsonE.J., HofP.R., SherwoodC.C., RaghantiM.A. Neuron loss associated with age but not Alzheimer's disease pathology in the chimpanzee brain. Philos. Trans. R. Soc. Lond. B Biol. Sci.2020; 375:20190619.32951541 10.1098/rstb.2019.0619PMC7540958

[119] Boldrini M. , FulmoreC.A., TarttA.N., SimeonL.R., PavlovaI., PoposkaV., RosoklijaG.B., StankovA., ArangoV., DworkA.J.et al. Human hippocampal neurogenesis persists throughout aging. Cell Stem Cell. 2018; 22:589–599.29625071 10.1016/j.stem.2018.03.015PMC5957089

[120] Han Y. , KimS.Y. Endothelial senescence in vascular diseases: current understanding and future opportunities in senotherapeutics. Exp. Mol. Med.2023; 55:1–12.36599934 10.1038/s12276-022-00906-wPMC9898542

[121] Mohan K. , GasparoniG., SalhabA., OrlichM.M., GeffersR., HoffmannS., AdamsR.H., WalterJ., NordheimA. Age-associated changes in endothelial transcriptome and epigenetic landscapes correlate with elevated risk of cerebral microbleeds. J. Am. Heart Assoc.2023; 12:e031044.37609982 10.1161/JAHA.123.031044PMC10547332

[122] Ting K.K. , ColemanP., ZhaoY., VadasM.A., GambleJ.R. The aging endothelium. Vasc Biol. 2021; 3:R35–R47.33880430 10.1530/VB-20-0013PMC8052565

[123] Ximerakis M. , HoltonK.M., GiadoneR.M., OzekC., SaxenaM., SantiagoS., AdiconisX., DionneD., NguyenL., ShahK.M.et al. Heterochronic parabiosis reprograms the mouse brain transcriptome by shifting aging signatures in multiple cell types. Nat Aging. 2023; 3:327–345.37118429 10.1038/s43587-023-00373-6PMC10154248

[124] Wang W. , ZhaoF., MaX., PerryG., ZhuX. Mitochondria dysfunction in the pathogenesis of Alzheimer's disease: recent advances. Mol Neurodegener. 2020; 15:30.32471464 10.1186/s13024-020-00376-6PMC7257174

[125] Chen Z. , ZhongC. Oxidative stress in Alzheimer's disease. Neurosci Bull. 2014; 30:271–281.24664866 10.1007/s12264-013-1423-yPMC5562667

[126] Ibañez-Solé O. , BarrioI., IzetaA. Age or lifestyle-induced accumulation of genotoxicity is associated with a length-dependent decrease in gene expression. iScience. 2023; 26:106368.37013186 10.1016/j.isci.2023.106368PMC10066539

[127] Rao N.R. , UpadhyayA., SavasJ.N. Derailed protein turnover in the aging mammalian brain. Mol. Syst. Biol.2024; 20:120–139.38182797 10.1038/s44320-023-00009-2PMC10897147

[128] Zajitschek S.R. , ZajitschekF., BondurianskyR., BrooksR.C., CornwellW., FalsterD.S., LagiszM., MasonJ., SeniorA.M., NobleD.W.et al. Sexual dimorphism in trait variability and its eco-evolutionary and statistical implications. eLife. 2020; 9:e63170.33198888 10.7554/eLife.63170PMC7704105

How the deposited data were processed for this re-analysis (not part of the article)

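The deposited values are raw read counts per gene, which the authors made from ONT direct RNA reads of whole brain hemispheres of 4 young adult (6m) and 4 aged (24m) male mice, with 1 library per mouse. According to the paper's methods, the authors sequenced the RNA on a MinION, mapped the reads to GRCm39 with minimap2 and counted them on the genes of an Ensembl annotation with featureCounts. The paper's text does not name the strand, overlap or multi-mapping settings of the counting or the rule by which genes entered the table. The steps that the authors applied to counts before differential expression, namely a filter on low counts, quantile normalization, row-wise median normalization and DESeq2, came after these values and are not part of them. The row-wise median step was not repeated here. The sample labels describe another library kit than the methods do, and the methods were followed. Every column of values was mapped to a sample by its label.

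Of the 22430 genes in the table, 22281 were matched by Ensembl identifier to the GENCODE vM39 annotation, which uses the same genome build, and 149 were not; these stayed in the library sizes and tests under their identifiers, without position or length. Of the matched genes, 21571 are protein-coding. Gene symbols, positions, exon overlap and the lengths and GC content of canonical transcripts and untranslated regions come from this annotation. In the table, 1098 genes share exon bases with another gene on the same strand. Near-identical copies of 67 named or listed genes were searched with BLAST+ 2.17.0 among the annotated transcripts, at an identity of at least 95 percent over at least 50 percent of the gene's canonical transcript, and 10 of them had a copy. The same search was run between 9349 tested genes and 13833 pseudogene transcripts.

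Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean count over 5 across the 8 libraries were tested between the ages with edgeR's quasi-likelihood test on TMM-scaled library sizes, with age as the only term. Changed genes had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2FC of at least 0.58. Standard errors were taken from the log2FC and the F statistic of that test. For PCA and Spearman ρ, log2 CPM were computed with a prior count of 2. The grouping of libraries, PC1 and library totals were tested by exact permutation over the 35 ways to part the libraries into 4 and 4, for which 0.029 is the smallest p. Shares are given with Clopper-Pearson intervals at a confidence level of 95 percent, as descriptions. Where every library of an age held at most 3 counts of a gene, the fitted fold change is not given, and a bound against that limit is given only where the counts lie well under it.

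Gene lists were tested with camera (preset correlation 0.01) and fry from limma, with Benjamini-Hochberg adjustment over the 24 lists that had at least 3 tested genes. The lists are the genes of Fig. 2B, transcribed from the picture and summarised as lists, the genes named in the results text (modules M1, M2 and M3, synaptic, astrocytic, mitochondrial complex and other genes), 15 lists of marker genes for cell types, brain regions, blood, the Y chromosome, immediate early genes and immune and complement genes, and 4 lists defined by gene symbol (cytosolic ribosomal proteins, mitochondrial ribosomal proteins, nuclear subunits of oxidative phosphorylation and mitochondrially encoded mRNAs). The marker lists, the comparisons between the ages, the thresholds and the alternatives were written before the data were examined, apart from the lists of B cell, plasma cell and haemoglobin genes and the alternatives named below as added. The tests of technical explanations were written later, after a first fit of the counts had been seen. The genes named in the text are those that the paper names in its results text and that were tested, and, among the changed genes whose libraries did not overlap between the ages, the 5 with the highest and the 5 with the lowest log2FC and the 3 in each direction with the smallest p. Some genes that this rule selects are not reported here. Genes named outside this rule were chosen after their values were seen.

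The tests were checked on simulated counts drawn with the means, library sizes and edgeR dispersions of these libraries, with 200 genes changed by known amounts. As many genes were raised as lowered, so the check does not cover scaling where most changed genes go one way, as they do here. Of the 198 changed genes among the 9187 tested there, edgeR recovered 75.8%, with 6 false calls among 156, DESeq2 63.1%, DESeq2 on quantile-normalized counts 64.6%, limma-voom 69.7%, and edgeR with a replicate block 73.2%. None of them called a gene in the wrong direction.

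The alternatives were DESeq2 on raw and on quantile-normalized counts, limma-voom with quantile normalization, RLE and upper quartile factors, library sizes alone, mitochondrially encoded genes left out, a total count over 5, more than 5 counts in every library, no filter, edgeR's filterByExpr, an adjusted p alone, a replicate block, fry in place of camera, and each library left out in turn. Thinning the libraries to the smallest total, removing a trend on GC content and transcript length and leaving out immunoglobulin genes were added after seeing the data. Also added then was a fit that kept, from each group of genes sharing exon bases on a strand, only the gene with the highest mean count. The counts of the other genes of such a group were dropped. To compare log2FC between disjoint sets of libraries, 2 libraries of each age were set against the other 2 and 2 in all 18 ways. Library totals lay between 573152 and 1255424 counts, so genes with few counts have wide errors, and intervals and limits cover counting error only. The short-read data, the second cohort of mice, isoforms, the full module lists and the correlation with short reads were not analysed here.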

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

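The haemoglobin test, the comparison of constant genes and the test for RNA of aged replicate 1 in aged replicate 2 were chosen only after the results they bear on were seen, Igkc and the immunoglobulin genes were picked after their values were seen, and the B cell and plasma cell lists were written after the immunoglobulin counts were seen but before they were tested, as was the thinning of the libraries after their totals were seen.

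Library totals, other measures of the libraries and the CPM of the named genes were examined within each age for a library that lay apart from the other 3, by the ratio of its gap to the whole range (Dixon's test at 95 percent). Of 120 groups of 4 libraries, 10 passed, where chance gives about 6, so their number is little above chance. Igkc, examined in addition after its values were seen, is not among the 120.

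Young adult replicate 2 held 573152 counts, while the other young adult libraries held between 818963 and 843706. A small young library could tilt the changed genes towards higher levels at 24m. With all libraries thinned to the smallest total, which was chosen after seeing the data, 73.3% of 1003 changed genes were higher and 894 of the 1003 were among the 1359 changed genes of the full counts, which argues against library size as the source of the excess of higher genes. Without young adult replicate 2, 1232 genes were changed. Why this library is smaller was not tested.

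The other young adult libraries that lay apart did so for genes with few counts. In young adult replicate 1, Nlgn1 lay at 6.15 CPM (10.85 to 11.3 in the other young adult libraries), Ube3a at 22.2 CPM (14.5 to 15.1), Bsn at 2.46 CPM (3.62 to 3.77) and Kcnj10 at 1.23 CPM, which is 1 count (0 in the others). In young adult replicate 2, Tppp lay at 0 CPM (1.23 to 1.26) and Diras2 at 9.04 CPM (3.69 to 3.77). In young adult replicate 3, Psd3 lay at 23.7 CPM (15.1 to 16.3). These values rest on between 0 and 19 counts per library, and no technical or biological explanation was tested for them. With each library left out in turn, log2FC stayed between -2.23 and -1.48 for Ube3a, between 2.84 and 3.30 for Diras2 and between -2.87 and -1.90 for Psd3, all past the thresholds. Nlgn1 changed sign without young adult replicate 1 (log2FC -0.14) and was not significant in any setting.

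Aged replicate 1 lay apart from the other aged libraries for Snap25, at 260.6 CPM against 600.2 to 666.6, and for Uqcrq, at 952.7 CPM against 714.9 to 753.8. For both genes it lay near the young adult values. Without it, log2FC was 1.00 for Snap25 and -0.43 for Uqcrq. The gene Gdf9 overlaps Uqcrq on the opposite strand, so Uqcrq is uncertain if the counting did not use strand. The same library was set apart on PC2 and had the lowest share of mitochondrially encoded counts, 6.48%, while the other aged libraries had between 7.92% and 8.94%. No technical explanation was tested for these genes, and a difference between the mice remains open as well.

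Immunoglobulin genes, which the paper does not discuss, held 2930 counts in aged replicate 1, or 0.444% of its total, against 65, 36, 51 and 44 counts in the young adult libraries and 196, 46 and 78 in the other aged libraries. Igkc alone stood at 1070 CPM in that library from 702 counts, with 35, 5 and 2 counts in the other aged libraries and 1, 3, 0 and 0 in the young adult libraries. Within a chain, few segments dominated: Igkv4-55 had 473 counts and Igkj5 489, Ighv1-53 had 82 and Ighj4 73, and Ighm had 519. All 11 immunoglobulin genes that were tested were changed and higher at 24m; without aged replicate 1, 2 were abundant enough to be tested and 1 of these was changed and higher, so the result rests largely on this library. With the immunoglobulin genes left out, which was chosen after seeing the data, 1393 genes were changed.

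A larger amount of blood left in the tissue is argued against as the source of these counts, because the haemoglobin genes summed to 6265 CPM in aged replicate 1, or 0.626 times the highest of the other libraries, young adult replicate 3, which held 51 immunoglobulin counts. Among the aged libraries aged replicate 1 was the highest, against 3344 to 4471 CPM in the others, so blood with more B cells in that mouse stays open. B cells are a candidate source: the B cell list summed to 571.6 CPM there, 1.84 times the next library. Most of the excess over the other libraries came from Cd74 and the class II genes, at 256.1 CPM against at most 51.2 elsewhere; without these 4 genes the ratio was 1.17 (315.5 against 269.4 CPM). Of the 14 genes of the B cell list, 12 had counts in the young adult libraries and 1, Cd74, is also in the immune and complement list, so other cells may contribute. The plasma cell list summed to 510.6 CPM, 0.911 times the highest of the others. This does not exclude plasma cells, because 8 of its 10 genes also had counts in the young adult libraries and the level there, 546.4 to 560.5 CPM, would hide a small share. Jchain had 6 counts and Mzb1 5 in aged replicate 1, against at most 1 of either in every other library, which goes with plasma cells but rests on few counts of 2 genes. The presence and the absence of plasma cells cannot be told apart on that basis. An effect of age on immunoglobulin expression remains untested, since 1 of the 4 aged mice carries most of the signal.

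The same segments appeared at lower counts in aged replicate 2, where Igkj5 had 21 counts, Ighj4 8, Igkv4-55 14 and Ighv1-53 9, and were nearly absent elsewhere. RNA of aged replicate 1 in that library would bring both chains in one proportion. For Ighj4 the count was 11% of that in replicate 1 and for Igkj5 4.29% (Fisher's exact test, two-sided, p = 0.046); for Ighv1-53 and Igkv4-55 the values were 11% and 2.96% (Fisher's exact test, two-sided, p = 0.0049). The pairs were chosen after the counts were seen, and reads that span a V and a J segment enter both tests, so they are not independent. The constant genes go the other way: above the mean level of the other 6 libraries, the counts of aged replicate 2 were 4.66% of those of replicate 1 for Igkc and 4.96% for Ighm, nearly one proportion for both chains. Carry-over and a separate source in the other mouse therefore cannot be told apart, because the segments hold few counts and the values go both ways.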

How the results depend on the processing

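The tests with only the top gene of each overlap group kept, with thinned libraries, with a GC and length correction and with immunoglobulin genes left out were chosen only after the results were seen.

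Of the 25 alternatives, 23 gave a number of changed genes within 1.5 times of the 1359 found. The exceptions were DESeq2 on raw counts with 834 changed genes, of which 832 were among the 1359, and DESeq2 on quantile-normalized counts with 819, of which 793 were. DESeq2 gave no adjusted p for 11 and 58 of the 1359 genes, respectively. On simulated counts it also recovered fewer changed genes than edgeR (63.1% against 75.8%); beyond this the cause was not tested. With each library left out in turn, between 989 (without aged replicate 3) and 1594 (without aged replicate 1) genes were changed. None of the 1359 genes changed sign in any of these settings where it was tested, except 1 gene without aged replicate 1.

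The share of changed genes that were higher, 71.2%, stayed above 50 percent in all 25 alternatives. It was 75.4% with DESeq2 on raw counts, 66.8% with DESeq2 on quantile-normalized counts, 59.2% with limma-voom and quantile normalization, 84.5% with library sizes alone, 76.6% with more than 5 counts in every library, 74.6% with filterByExpr, 56.7% with an adjusted p alone, and 58.9% with the added GC and length correction. It lay between 71.0% and 74.6% (without young adult replicate 3) across the 8 fits that each left out one library. Library sizes alone also moved the median log2FC of all genes to 0.10. An adjusted p alone admits genes with smaller changes, which were mostly lower. It gave 1155 higher and 883 lower genes, against 968 and 391 with the fold change minimum, so the size of the excess depends on this minimum. For the other shares the cause was not tested. By setting, the split of higher and lower genes was 968 and 391 with TMM, 1218 and 223 with library sizes alone, 701 and 484 with limma-voom, and 776 and 541 with the GC and length correction.

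The upregulated list of Fig. 2B kept a positive median in all 25 alternatives but lost significance under 4 filters: its median was 0.12 with a total count over 5 (adjusted p = 0.374 from camera), 0.27 with more than 5 counts in every library (adjusted p = 0.307 from camera), 0.18 without a filter (adjusted p = 0.39 from camera) and 1.21 with filterByExpr (adjusted p = 0.0808 from camera); the range over its alternatives was 0.000421 to 0.39. These filters change which genes of the list are tested. Without aged replicate 1 the median was 0.55, but Kcnj10 and Tppp no longer passed the filter on low counts there, so the genes compared are not the same. The downregulated list kept its direction and call in all 25, with medians from -1.06 to -0.65. The mitochondrially encoded mRNAs stayed negative but were no longer significant with DESeq2 on quantile-normalized counts (median -0.052), limma-voom (-0.021), the added GC and length correction (-0.16) and fry (-0.44, adjusted p = 0.059; range over its alternatives 4.99e-10 to 0.421); the cause was not tested. The lists of cytosolic and mitochondrial ribosomal proteins and of nuclear subunits of oxidative phosphorylation kept direction and call in all 25.

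Across the other 18 lists and all alternatives, 389 results kept direction and call, 13 changed sign, 21 became significant and 19 lost significance. The changes of sign fell on lists with medians near 0 or with 3 genes. The astrocyte median was -0.0046 with the GC and length correction and lay between -0.0098 and 0.068 with each library left out, below 0 without young adult replicates 3 and 4. The inhibitory neuron median was 0.09 with DESeq2 on quantile-normalized counts, 0.062 with limma-voom and 0.012 with library sizes alone, and lay between -0.13 and 0.041 with each library left out, above 0 without young adult replicates 1 and 4 and aged replicates 3 and 4. The striatum median lay between -0.073 (without aged replicate 3) and 0.25. The named synaptic genes had a median of -0.38 with a total count over 5, where more of them were tested, and between -0.32 (without aged replicate 1) and 2.19 with each library left out. Without aged replicate 1 Kcnj10 no longer passed the filter on low counts, so the genes compared there are not the same. In the alternatives with fewer than 3 of them tested the list was not computed. Endothelial genes lost significance in 8 alternatives, olfactory bulb genes in 9 and the other named genes in 2, while their medians stayed between -0.54 and -0.10, between -0.58 and -0.29 and between -0.42 and -0.23 over all 25. Astrocyte genes were significant in 13 alternatives, 1 of them, without young adult replicate 4, with a changed sign, and excitatory neuron genes in 7, the latter with medians between 0.045 and 0.41 over all 25. The causes were not tested.

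Over the named genes, 1011 results kept direction and call, 14 changed sign, 3 became significant and 3 lost significance. Cartpt became significant without young adult replicate 1, aged replicate 1 or aged replicate 4 (log2FC at the farthest -0.63). Snap25 lost significance with DESeq2 on raw and on quantile-normalized counts and Map2 without young adult replicate 3 (log2FC -0.65). DESeq2 on quantile-normalized counts gave no adjusted p for Kcnj10, Tppp and Tbc1d30. The signs that changed belong to Ncam1, Nlgn1 and Sirt6, none of which was significant in any setting. Ncam1 log2FC was 0.041 with library sizes alone and 0.025 in the thinned libraries, and lay between -0.18 and 0.11 (without aged replicate 1) with each library left out. Nlgn1 log2FC was -0.010 with DESeq2 on raw counts, -0.26 on quantile-normalized counts and -0.27 with limma-voom, and lay between -0.29 and 0.31, below 0 without young adult replicate 1 and aged replicates 3 and 4. Sirt6 log2FC was 0.043 with library sizes alone and lay between -0.25 and 0.16, above 0 without young adult replicates 1 and 3 and aged replicate 3. These genes held few counts or changes near 0, and the causes were not tested.

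The replicate numbers do not pair the mice in any stated way. The correlation of deviations from the age means was 0.065, -0.010, 0.0051 and -0.16 for the libraries that share the numbers 1, 2, 3 and 4, while libraries with different numbers gave between -0.095 and 0.11. With the replicate number as a block, 1308 genes were changed, of which 71.9% were higher and 1254 were among the 1359, and Nlgn1 had a log2FC of -0.077.

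The correlation of log2FC between disjoint sets of libraries rose from 0.561 to 0.722 for genes with a mean count over 50 and was 0.454 with a total count over 5. The log2FC thus repeated less closely where genes with few counts were included. Counting error may account for this, but the cause was not tested. Over the changed genes alone the correlation was 0.675. The difference in mean ρ within and between ages stayed above 0 in all 16 alternatives but moved from 0.0171 without a filter to 0.284 for the 500 genes with the highest variance; its p of 0.029 (exact permutation test) is the smallest possible in each, so it says nothing on how stable the grouping is. The correlation of gene length with log2FC lay between -0.0036 (without aged replicate 2) and 0.11. Depth also limits which genes could be tested at all, since 13055 of the 22430 genes lay at or under a mean count of 5, and of the 45 genes named in the results text 13 did or were not matched.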

Differences from the paper's values

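The refits of Kif1b without each library were chosen only after the result was seen, and the alternatives added after seeing the data are named as such.

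Of the paper's values, only the share of higher genes and the reads per sample were recomputed. Neither differed from the value found here by both more than the error and more than 1.5 times. For the share this rule is loose, since it also passed the 56.7% found with an adjusted p alone, so passing it says little on agreement. The paper gives 75% for the share of changed genes that were higher in the long reads, and 71.2% was found here. Under the alternatives set before the data were examined this share was 75.4% with DESeq2 on raw counts, 76.6% with more than 5 counts in every library and 74.6% with filterByExpr, while it was 66.8% with DESeq2 on quantile-normalized counts, 59.2% with limma-voom and quantile normalization, 84.5% with library sizes alone and 56.7% with an adjusted p alone. The paper gives 1M reads per sample, and the mean of the counts on genes was 0.83M per library.

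Several genes and directions that the paper reports, mostly from short reads, were not found in the long-read counts, or only with changes below the fold change minimum. The paper lists Map2 among the most upregulated mRNAs, whereas its log2FC was -0.91 here and negative in every setting, though not significant without young adult replicate 3 (log2FC -0.65). Kif1b, in the upregulated list of Fig. 2B, had a log2FC of -0.74 (adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); its adjusted p from the same edgeR test was over 0.05 without young adult replicate 1 (log2FC -0.67, 0.0711), without young adult replicate 3 (-0.65, 0.075) and without aged replicate 2 (-0.72, 0.0517). The paper reports higher Vim with Gfap. Vim had a log2FC of 0.42 and an adjusted p of 0.0521 from edgeR's quasi-likelihood test. Its adjusted p was at most 0.05 with limma-voom (0.049), library sizes alone (0.0174), mitochondrially encoded genes left out (0.0484), more than 5 counts in every library (0.0236) and filterByExpr (0.0296), without young adult replicate 2 (0.0411) and without aged replicate 1 (0.0229). Among alternatives chosen after seeing the values, this held with only the top gene of each overlap group kept (0.0473), thinned libraries (0.0477) and immunoglobulin genes left out (0.045). The range of this adjusted p over the Vim log2FC alternatives was 0.0174 to 0.174. The Vim log2FC stayed at or under 0.53, below the fold change minimum, in all of them.

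The paper places Nrxn3, Ncam1 and Nlgn1 in modules that rise with age. Nrxn3 had a log2FC of -0.34, Ncam1 of -0.07 and Nlgn1 of 0.03, none significant in any setting. Hnrnpu, which the paper gives as upregulated, had a log2FC of -0.23, negative and not significant in every setting. App, in the rising module M3, was higher with a log2FC of 0.41 (adjusted p = 0.00688 from edgeR's quasi-likelihood test), but below the fold change minimum of 0.58. Its adjusted p lay between 8.9e-05 and 0.038 over its alternatives. Shank1, also in M3, had a log2FC of 0.56, below this minimum and not significant (adjusted p = 0.294 from the same edgeR test). The paper describes Sirt6 as lower, and here its log2FC was -0.06, not significant in any setting. Rad52, which the paper describes as lower, had a log2FC of -0.71 with an adjusted p of 0.174 from edgeR's quasi-likelihood test (0.0818 to 0.394 over its alternatives). Cartpt, which the paper names among the downregulated genes, had a log2FC of -0.51 and an adjusted p of 0.0562 from edgeR's quasi-likelihood test; it passed both thresholds without young adult replicate 1, without aged replicate 1 and without aged replicate 4 (adjusted p from the same edgeR test 0.0124 to 0.23 over its alternatives).

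The 9 mitochondrial complex genes that the paper names as lower and that were tested had log2FC from -0.36 to -0.16 and were lower as a list, but none passed the fold change minimum under any setting. The paper reports no overt sign of inflammation and, in the same paragraph, an increase of microglial genes together with genes of microglial activation. Here the immune and complement list had a median log2FC of 0.74, with 5 of 11 genes changed. The paper reports genes of the striatum as higher in its short reads. The striatum list used here, which is not the paper's, had a median of 0.14 and was not significant with camera (adjusted p = 0.294 with Benjamini-Hochberg adjustment) but was with fry (adjusted p = 0.0435 with Benjamini-Hochberg adjustment; range over its alternatives 0.0435 to 0.476).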

Other observations

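The tests of a GC and length trend, of shared counts in the protocadherin cluster, of the scaling for ribosomal protein genes and of B cells for the immune genes, and the counts of splits for ribosomal, oxidative phosphorylation, immune, cerebellum, blood, endothelial and olfactory bulb genes were chosen only after the results they measure were seen, while the other tests of the excess of higher genes, of Gapdh and Gm8797 and of ribosomal protein genes were chosen after these patterns had been seen and before their own values were computed.

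No other split of the 8 libraries into 4 and 4 gave more than 1 changed gene, so 1 of the 35 splits, the real one, gave as many as 1359. Every other split puts both ages in each group, so no count of splits given here can test a technical difference that goes with age. A count of 1 of the 35 splits is also the smallest possible. For the upregulated list of Fig. 2B, 1 of the 35 splits gave a median log2FC as far from 0, and for the downregulated list 1 of the 35 splits did. These lists were chosen for their difference between the ages in the same mice, which favours the real split. For them the splits therefore cannot decide whether a grouping unrelated to age is the source.

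The excess of higher genes among the changed genes was set against several technical explanations. It remained at 72.2% with only the top gene of each overlap group kept, at 73.3% with the libraries thinned to the smallest total and at 73.0% without the mitochondrially encoded genes. These shares argue against overlapping genes, library size and mitochondrially encoded genes as its source. With quantile normalization and limma-voom it was 59.2%, and with a trend on GC content and transcript length removed it was 58.9%. Both shares lie above 50 percent and argue against scaling, GC content or length as the whole cause, but they fell between the outcomes set for these tests, so a part of the excess may go with them. A different mix of brain regions remains open: the cerebellum list had a median log2FC of 0.71, past 0.58. Whether region mix accounts for the excess was not tested, and neither was a biological effect of age on the number of higher genes.

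Among the region lists, all 10 genes of the cerebellum list were higher at 24m (adjusted p = 0.000925 from camera and 0.00872 from fry, with Benjamini-Hochberg adjustment over 24 lists), 4 of them changed, and 1 of the 35 splits gave a median as far from 0. The median lay between 0.53 and 0.82 over the alternatives. The values are consistent with a larger share of cerebellar RNA in the aged hemispheres, with the median of 0.71, but the most abundant gene of the list, Pcp2, rose by 0.23 and Itpr1 by 0.28, while Cbln1 rose by 0.76 and Cbln3 by 1.76, so a change of expression within the cerebellum stays open as well. All 10 genes had counts in the young adult libraries. The olfactory bulb list had a median of -0.43 with 4 genes tested (adjusted p = 0.0446 from camera, 0.011 from fry), and 3 of the 35 splits gave a median as far from 0, so a grouping of the libraries unrelated to age is not excluded there. The striatum list (9 genes) had a median of 0.14, the hypothalamus and pituitary list (7 genes) of -0.31 (adjusted p = 0.262 from camera, 0.19 from fry), which was -0.55 without aged replicate 4 and -0.21 without aged replicate 3, and the choroid plexus list (5 genes) of -0.39 (adjusted p = 0.287 from camera, 0.249 from fry), which was -0.72 without aged replicate 2 and -0.25 without aged replicate 4. Of the olfactory bulb list 8 of 10 genes, and of the hypothalamus and pituitary list 9 of 10, had counts in the young adult libraries.

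Immune and complement genes had a median log2FC of 0.74, with all 11 tested genes higher and 5 changed (adjusted p = 6.00e-07 from camera and 0.00502 from fry, with Benjamini-Hochberg adjustment), among them C4b (1.27), B2m (0.89) and Lyz2 (1.76). Adjusted over the list alone, 10 were significant and past the fold change minimum. In 1 of the 35 splits, the real one, the median was as far from 0. Because aged replicate 1 held most immunoglobulin counts, B cells in that library were tested as a source. Without it the median was 0.55, still significant, which argues against B cells of one library as the whole source. This value also fell between the outcomes set for the test, so a part may depend on that library. All 12 genes of the list had counts in the young adult libraries, so the list does not name a cell type. An effect of age remains open and was not tested beyond the comparison itself.

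Blood markers were lower at 24m, with a median of -0.87 over 5 genes, all changed (adjusted p = 4.91e-06 from camera and 0.0213 from fry, with Benjamini-Hochberg adjustment), and medians from -1.12 to -0.67 over the alternatives. Of these genes 4 are haemoglobin genes, whose near-identical copies can share reads, so they are not 5 independent values. The haemoglobin genes summed to 7745 ± 1687 CPM at 6m and 4506 ± 1260 CPM at 24m (SD, n = 4 each). However, 2 of the 35 splits gave a median as far from 0, so a grouping of the libraries by blood content unrelated to age is not excluded. All 5 genes had counts in every age, and less blood left in the aged hemispheres and lower expression were not tested against each other.

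Of the cell type lists, microglia had a median of 0.45 with 8 of 8 genes higher (adjusted p = 0.00165 from camera, 0.00238 from fry) and oligodendrocytes of 0.45 with 8 of 10 higher (adjusted p = 0.0017 from camera, 0.0012 from fry). Endothelial genes had a median of -0.44 over 6 genes (adjusted p = 0.0252 from camera, 0.0183 from fry), but 2 of the 35 splits gave a median as far from 0, so a grouping of the libraries unrelated to age is not excluded. Astrocyte genes had a median of 0.05 over 9 genes (adjusted p = 0.0621 from camera, 0.00466 from fry), from -0.59 to 1.94. Excitatory neuron genes had a median of 0.22 (adjusted p = 0.0956 from camera, 0.0579 from fry). Inhibitory neuron genes had a median of -0.09 (adjusted p = 0.293 from camera, 0.0524 from fry), but both tests pointed to higher levels at 24m, against the sign of this median. Immediate early genes had a median of 0.07 (adjusted p = 0.345 from camera, 0.231 from fry), which was 0.20 without young adult replicate 1 and 0.014 without aged replicate 4. Every gene of these cell type lists had counts in the young adult libraries, as had 11 of the 12 immediate early genes, and no gene was in more than 1 of these lists. Among lists of the paper, the mitochondrial complex genes had a median of -0.28 (adjusted p = 0.000925 from camera, 0.001 from fry) and the other named genes of -0.34 with 8 of 8 lower (adjusted p = 0.0168 from camera, 0.000993 from fry). The named synaptic genes had a median of 2.13 over 3 genes (adjusted p = 0.163 from camera, 0.00502 from fry). That median is the fitted value of Bsn, which its counts do not bound. Kcnj10 lay above it and Map2 was lower at 24m (log2FC -0.91), so the median describes no shared rise of these genes. With genes at the count limit set at their value against it, the median was 1.29. The 1.29 includes Bsn, whose counts lie too close to the limit to bound it, so it is no lower bound. Without aged replicate 1 the median of the synaptic list was -0.32, but Kcnj10 no longer passed the filter on low counts there, so the genes compared are not the same. In 1 of the 35 splits, the real one, the median was as far from 0 for the microglia, oligodendrocyte, mitochondrial complex, M3, other named and synaptic lists, and in 19 splits for the astrocyte list and 8 splits for the striatum list. The mitochondrial complex, M3, other named and synaptic genes were named by the paper from data of the same mice, so their splits are not independent evidence. All adjusted p are Benjamini-Hochberg values over 24 lists, of which 16 were significant with camera, 15 of these also with fry, and 18 with fry. The lists of M1, M2, astrocytic genes and the Y chromosome had 2, 2, 2 and 1 tested genes and were not tested; the last was Eif2s3y, with a log2FC of -1.14 (adjusted p = 0.097 from edgeR's quasi-likelihood test).

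Cytosolic ribosomal protein genes had a median log2FC of -0.28, with 79 of 81 lower (adjusted p = 1.95e-15 from camera and 0.0183 from fry, with Benjamini-Hochberg adjustment), and 2 were changed. Reads shared with pseudogenes are argued against as the source, because the 42 genes without a pseudogene copy had a median of -0.31 and the 39 with a copy -0.24. Under the other scalings the highest median was -0.10. The median of all tested genes was itself -0.051 with limma-voom and quantile normalization and -0.054 with DESeq2 on quantile-normalized counts. Set against 0, the -0.10 therefore cannot tell how much of the shift the scaling makes. The list kept its call with camera under every scaling, which argues against scaling as the whole source. The size of the shift depends on the scaling. In 1 of the 35 splits the median was as far from 0. Nuclear subunits of oxidative phosphorylation had a median of -0.27, with 77 of 84 lower and none changed (adjusted p = 1.64e-12 from camera, 0.00357 from fry), and 1 of the 35 splits gave a median as far from 0. Mitochondrial ribosomal proteins had a median of -0.19, with 65 of 78 lower (adjusted p = 0.000168 from camera, 0.00409 from fry), and the 13 mitochondrially encoded mRNAs of -0.44, with 12 lower (adjusted p = 4.91e-06 from camera, 0.059 from fry). The mitochondrially encoded genes held 9.96 ± 0.937 percent of counts at 6m and 7.99 ± 1.10 percent at 24m (SD, n = 4 each; exact permutation test, two-sided, p = 0.057). For the lower ribosomal protein genes an effect of age is a hypothesis that these tests leave open.

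All 22 tested genes of the protocadherin gamma cluster were changed and higher, with log2FC from 1.33 to 1.37. Their counts were nearly equal in each library, with a median ratio of the lowest to the highest count of 0.979, consistent with the same reads being counted for every gene of the cluster through its shared exons. They may therefore stand for 1 signal and not for 22. All 15 tested protocadherin alpha genes were changed and higher as well, but whether they share reads was not measured. In the whole table, 76 tested genes had the same 8 counts as another gene, 18 of them changed. With only the gene with the highest mean count kept from each group of overlapping genes, 1274 genes were changed.

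Gapdh and Gm8797, a gene nearly identical to Ubb-ps, were lower with small errors. Reads shared with pseudogenes stay open as a source: the 15 other tested genes with at least 5 pseudogene copies, ribosomal protein genes left out, had a median log2FC of -0.036, but they went both ways, from -0.9959 for Gapdhrt to 0.82, so the median decides nothing. Gapdh has 68 pseudogene copies. Together with the near-identical Gapdhrt (log2FC -0.9959) and Gapdhrt2 (log2FC -0.50), which were lower as well, its counts summed to 1700 ± 63.2 CPM at 6m and 1033 ± 155.7 CPM at 24m (SD, n = 4 each), a log2 ratio of -0.72, so the fall in Gapdh alone, -1.45, is larger than that of the family. The ubiquitin gene Ubb (-0.19, adjusted p = 0.141 from edgeR's quasi-likelihood test) did not differ detectably. A lower level of Gapdh with age, or a difference in how reads are assigned within the family, remain open.

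Spearman ρ across genes between log2FC and the length of the merged exons was 0.017, and 31 of the 35 splits gave a ρ as far from 0. For the length of the 3′ untranslated region ρ was 0.284, and 4 of the 35 splits gave one as far from 0, and for its GC content ρ was 0.083, with 24 of the 35 splits. For genomic length ρ was 0.11, with 14 of the 35 splits. Genes are not independent replicates, so these are descriptions, and splits unrelated to age may give the same relation in each case.

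Of the other genes that the results text names, Park7 was lower (log2FC -0.30, adjusted p = 0.0138 from edgeR's quasi-likelihood test), below the fold change minimum. Uqcr10 (-0.36), Uqcrq (-0.34), Ndufs6 (-0.32), Ndufs4 (-0.30), Sdhb (-0.28), Cox5b (-0.28), Cox5a (-0.18), Uqcrc2 (-0.18) and Ndufs5 (-0.16) had negative log2FC in every setting; Ndufs5 and Cox5b have a near-identical copy. Rbm4 (-0.26), which has a near-identical copy in Gm21992, and Clp1 (-0.38) did not differ detectably. Kcna2, Kcnd3, Kcnj2, Kcnk9, Grik3, Gabrb2, Grm5, Cnr1, Dicer1, Fmr1, Scgn and Nkx6-1 had too few counts to be tested, with mean counts from 0 to 4.88 per library, and Uqcrqb was not matched to a gene of the table.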
